# Identification of intestinal mediators of *Caenorhabditis elegans* DBL-1/BMP immune signaling shaping gut microbiome composition

**DOI:** 10.1128/mbio.03703-24

**Published:** 2025-01-29

**Authors:** Dan Kim, Kenneth Trang, Barbara Pees, Siavash Karimzadegan, Rahul Bodkhe, Sabrina Hammond, Michael Shapira

**Keywords:** *Caenorhabditis elegans*, gut microbiome, DBL-1/BMP signaling

## Abstract

The composition of the gut microbiome is determined by a complex interplay of diet, host genetics, microbe-microbe interactions, abiotic factors, and stochasticity. Previous studies have demonstrated the importance of host genetics in community assembly of the *Caenorhabditis elegans* gut microbiome and identified a central role for DBL-1/BMP immune signaling in determining the abundance of gut *Enterobacteriaceae*. However, the effects of DBL-1 signaling on gut bacteria were found to depend on its activation in extra-intestinal tissues, highlighting a gap in our understanding of the proximal factors that determine microbiome composition. In the present study, we used RNA-seq gene expression analysis of wildtype, *dbl-1* and *sma-3* mutants, and *dbl-1* over-expressors to identify candidate DBL-1/BMP targets that may mediate the pathway’s effects on gut commensals. Bacterial colonization experiments in mutants, or following RNAi-mediated knock-down of candidate genes specifically in the intestine, demonstrated their local contribution to intestinal control of *Enterobacteriaceae* abundance. Furthermore, epistasis analysis suggested that these contributions were downstream of the DBL-1 pathway, together suggesting that examined candidates were intestinal effectors and mediators of DBL-1 signaling, contributing to the shaping of gut microbiome composition.

**IMPORTANCE:**

Compared to the roles of diet, environmental availability, or lifestyle in determining gut microbiome composition, that of genetic factors is the least understood and often underestimated. The identification of intestinal effectors of distinct molecular functions that control enteric bacteria offers a glimpse into the genetic logic of microbiome control as well as a list of targets for future exploration of this logic.

## INTRODUCTION

Animals harbor large gut microbial communities (microbiomes) that play important roles in host health and fitness. The composition of these communities is shaped by various factors, including environmental microbial availability, diet, lifestyle, and host genetics (1). In recent years, a greater appreciation is emerging of the roles that host genetics play in the interactions between animals and microbes (2), but overall, host genetics remains less characterized compared with other determinants of gut microbiome composition. In humans, genome-wide association studies have revealed associations between gene variants and gut microbiome composition, including between variants of the LCT lactase gene and *Bifidobacteriaceae*, thought to be linked through lactose availability, or between *ABO* blood type variants and several different bacterial families, depending on the cohort (3). In turn, studies in mice comparing gut microbiome composition between wild-type mice and loss-of-function mutants revealed contributions of several innate immune-related genes to determining the composition of the gut microbiome (4–7). However, the role of host genes in determining microbiome composition is sometimes not immediately discernable in mouse mutants, requiring several generations to become evident, which in some cases was interpreted to be the result of community drift rather than the mutation itself, although in other cases such “drift” was subsequently shown to be indeed due to accumulating effects of candidate gene disruptions (8–10).

Invertebrate model organisms such as *Drosophila melanogaster* and *Caenorhabditis elegans* offer alternative models with greater genetic tractability and, similar to vertebrates, have demonstrated the importance of host immunity for controlling gut microbiome composition (11–14). Work in *Drosophila* revealed differential activation of immune mechanisms by pathogens or by non-pathogenic gut commensals, highlighting the ability of the innate immune system (which *Drosophila*, as all other invertebrates, solely rely on) to provide variable responses to maintain homeostasis and prevent collateral damage (11, 15). Work with age-synchronized populations of *C. elegans,* in turn, demonstrated how an age-dependent decline in a pathway of immune control was associated with age-dependent dysbiosis and the importance of a diverse gut community for preventing the detrimental consequences of this dysbiosis (16).

“Common garden” experiments, in which different *C. elegans* strains and related species were raised in identical compost microcosms, identified a significant contribution of host genetics to determining microbiome composition (17). Subsequent studies identified conserved regulatory pathways, including insulin/insulin-like (IIS) signaling (18, 19) and the DBL-1/BMP pathway (12), as contributing to shaping of the gut microbiome. DBL-1 signaling further came to the forefront as a mechanism that controls a specific subset of gut bacteria, which has the potential to cause detrimental effects when control was impaired (12). The DBL-1 ligand, a BMP-1 homolog, is primarily expressed in neurons (20), and upon secretion activates a broadly expressed heterodimer receptor, and downstream to it drives nuclear localization of transcriptional regulators SMA-2, -3, and -4 to activate gene expression (21). While DBL-1 signaling contributes both to larval development and to immunity, its effects on the gut microbiome were linked specifically to its immune contributions (12). Disruption of genes for any of the DBL-1 pathway’s components led to an expansion specifically of gut bacteria of the *Enterobacteriaceae* family, particularly of the genus *Enterobacter*. However, experiments attempting to rescue DBL-1 control in *sma-3* mutants, through tissue-specific *sma-3* expression, revealed that control over gut *Enterobacter* could not be achieved through intestinal *sma-3* expression and that, instead, expression from extra-intestinal tissues could restore control, suggesting that DBL-1 and SMA-3 signaling affected the gut microbiome cell non-autonomously, likely dependent on downstream activation of intestinal mediators (22).

Contributions of central regulatory pathways to shaping of the gut microbiome are large and, thus, easier to detect. Identifying smaller contributions of individual downstream effectors is more of a challenge. To identify intestinal effectors operating potentially downstream to DBL-1 signaling, we carried out RNA-seq analysis and subsequent functional characterization of candidate mediators, which led to the identification of several effectors with potential additive contributions to the control of *Enterobacteriaceae* gut colonization. The identified effectors describe what appears to be a gene network operating downstream to DBL-1 signaling, contributing to the shaping of the gut microbiome.

## RESULTS

### Altered gene expression downstream of DBL-1/BMP perturbations includes microbiome-modulated immune genes

To identify genes regulated by DBL-1/BMP signaling in the context of interactions with a complex microbial community, we performed RNA-seq analysis comparing gene expression in adult wild-type worms, *dbl-1* and *sma-3* mutants, and *dbl-1* over-expressing transgenics, raised either on non-colonizing *E. coli* or on the CeMbio community. 

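The animals compared were wild-type N2, *dbl-1(nk3)* mutants, which lack the secreted ligand, *sma-3(e491)* mutants, which lack an R-SMAD acting downstream of it, and strain BW1940, which carries extra *dbl-1* together with a *sur-5*::GFP reporter. Each strain was raised on OP50, the *E. coli* strain that does not colonize the gut, and on CeMbio, a community of worm commensals. Every combination of strain and bacteria was sampled as 3 biological replicates, giving 24 libraries in 8 groups of whole gravid adults kept at 25 °C and collected 24 h after the L4 stage. The paper names 3 independent populations for each strain. It does not say whether libraries of the same number on *E. coli* and CeMbio share a population. RNA of whole animals mixes intestine, hypodermis, muscle, neurons, germline and the embryos carried inside the mother, so the level of a gene in a library can move with any of these tissues.

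The kallisto tables deposited by the authors give estimated counts per transcript, which were summed to 22,113 genes, of which 16,536 were kept for testing with edgeR. Wild-type libraries held 18,965,087 to 56,966,594 estimated counts on *E. coli* and 21,942,153 to 71,434,021 on CeMbio. Those of *dbl-1* mutants held 16,602,651 to 49,464,533 and 26,046,643 to 59,561,157, and those of *sma-3* mutants held 11,763,495 to 38,565,334 and 29,912,693 to 66,280,995. Over-expressor libraries ranged from 30,079,949 to 51,117,281 on *E. coli* and from 15,170,948 to 43,460,843 on CeMbio. Strain accounted for 79.5% of the variance along the first principal component of log2 CPM, which held 24.4% of the variance of the libraries. Bacteria accounted for 90.8% of the variance along the second component, which held 17.5%. In 5 libraries, each the replicate 3 of its group, the mean fragment length lay between 141.1 nt (*dbl-1* mutants on *E. coli*) and 155.9 nt (over-expressors on *E. coli*), against 164.0 to 207.6 nt in the other 19.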

Sleuth analysis identified 2,291 genes differentially expressed in DBL-1/BMP-perturbed strains (*q* < 0.005), divided between four clusters with distinct expression patterns (Fig. 1A; Data S1). 

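The engineered changes in the pathway could be read in the libraries. The message of *dbl-1*, the gene of the BMP ligand, was nearly absent from *dbl-1* mutants, at 0.119 CPM on *E. coli* and 0.136 CPM on CeMbio, while wild type held 6.91 ± 0.707 and 6.13 ± 0.592 CPM (mean ± SD) and over-expressors 24.1 ± 1.91 and 21.8 ± 1.08. Averaged over both bacteria, the log2 fold change of *dbl-1* against wild type was -5.41 (SE 0.21, adjusted p = 6e-13) in the mutants and 1.82 (SE 0.15, adjusted p = 4.8e-08) in the over-expressors. *sur-5*, the gene whose reporter marks the transgene, rose in the over-expressors by 2.67 (SE 0.12, adjusted p = 3e-12). The *sma-3* message differed by 0.17 (adjusted p = 0.27) in *sma-3* mutants, so the level of this transcript is no check of that genotype.

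Each of the other strains differed from wild type in a set of genes, given here as log2 fold changes against wild type over both bacteria. In *dbl-1* mutants the C-type lectin *clec-70* (2.53, SE 0.47, adjusted p = 0.0014), the neuronal ubiquitin ligase gene *rpm-1* (2.03, SE 0.16, adjusted p = 3.2e-08) and the lipase gene *lips-15* (1.34, SE 0.11, adjusted p = 8.8e-08) rose. So did *crm-1* (1.29, SE 0.09, adjusted p = 4.3e-09), which encodes a secreted protein that binds BMPs, and *gna-1* close to it (1.28, SE 0.12, adjusted p = 5.4e-07). Both lie on chromosome V, which also holds *dbl-1*, and linked variants were not tested at their distance from it. The infection response gene *irg-4* (-5.11, SE 1.01, adjusted p = 0.0022), the collagen *col-43* (-2.68, SE 0.3, adjusted p = 4.4e-06), the lectins *clec-10* (-2.27, adjusted p = 8.3e-05) and *clec-218* (-1.88, adjusted p = 0.00033) and *far-3* (-1.82, adjusted p = 1.5e-05), for a fatty acid binding protein, fell. In *sma-3* mutants the fatty acid desaturase *fat-7* (2.71, SE 0.29, adjusted p = 4.4e-06), its regulator *nhr-80* (1.97, SE 0.13, adjusted p = 2.3e-09), the CLASP gene *cls-3* (1.81, SE 0.07, adjusted p = 4.9e-13) and *rnh-1.3* (2.94, SE 0.16, adjusted p = 1.8e-10) rose, and *col-43* (-3.90, SE 0.33, adjusted p = 1.1e-07), *sdz-6* (-2.47, adjusted p = 6.2e-06) and the glycerol synthesis gene *gpdh-1* (-1.59, adjusted p = 0.00027) fell. In over-expressors the lectins *clec-60* (3.57, SE 0.53, adjusted p = 5e-05) and *clec-174* (2.21, SE 0.35, adjusted p = 0.00011), the sperm chromatin gene *spch-3* (2.54, adjusted p = 0.0011) and *glit-1* (2.06, adjusted p = 2.7e-06) rose, and *dyf-3* (-3.64, SE 0.19, adjusted p = 3.6e-11), *tag-153* (-2.53, SE 0.1, adjusted p = 6.3e-13), *timm-17B.2* (-1.63, SE 0.19, adjusted p = 3.8e-06) and the lectin *clec-196* (-5.16, SE 0.35, adjusted p = 3.2e-09) fell. The rise of *clec-60* was not particular to over-expressors, since it was also higher in *dbl-1* mutants (2.29, SE 0.53, adjusted p = 0.008).

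Several gene lists are given with their members and list tests. Vitellogenins, the yolk proteins made by the adult intestine, had a median log2 fold change of -1.68 in *dbl-1* mutants (camera adjusted p = 9e-06, and adjusted p = 0.49 with an estimated correlation), where 4 of 6 fell (5 when adjusted over the list alone), led by *vit-4* (-2.42, adjusted p = 2.3e-05) and *vit-3* (-2.29, adjusted p = 9e-05), then *vit-1* (-1.99, adjusted p = 0.00041). In *sma-3* mutants the median was -1.38 (adjusted p = 0.00043, and adjusted p = 0.66 with an estimated correlation) and 4 fell, also counted over the list alone. The mean log2 CPM of intestine markers on *E. coli* and CeMbio was 6.38 and 6.41 in wild type. It was 6.07 and 6.1 in *dbl-1* mutants and 6.34 and 6.28 in *sma-3* mutants. In *dbl-1* mutants 16 of 64 histones rose and 6 fell (25 and 6 over the list alone, median 0.52, adjusted p = 4.7e-06, and adjusted p = 0.19 with an estimated correlation), and 10 of 26 neuron markers rose (16 over the list alone, adjusted p = 9.5e-09, and adjusted p = 0.18 with an estimated correlation), among them *egl-21* (0.42, adjusted p = 0.00023) and *sbt-1* (0.48, adjusted p = 0.0015) of neuropeptide processing. MATH and BATH domain proteins had 4 of 62 genes lower in *dbl-1* mutants (adjusted p = 0.42, and adjusted p = 0.87 with an estimated correlation), *math-22* (-1.33, adjusted p = 9.1e-06) being the clearest. In *sma-3* mutants F-box proteins, which pick targets for ubiquitination, had 84 of 270 genes higher and 16 lower (97 and 23 over the list alone, adjusted p = 0.00027, and adjusted p = 0.67 with an estimated correlation), with *fbxb-71* (1.54, adjusted p = 1.1e-05) rising and *fbxa-65* (-2.76, adjusted p = 1.7e-10) falling. Their partners, the Skp1-related proteins, had 8 of 19 higher and 3 lower (10 and 3, adjusted p = 0.046, and adjusted p = 0.67 with an estimated correlation), with *skr-12* (0.67, adjusted p = 0.00085) and *skr-7* (0.55, adjusted p = 0.00098) among the risers. Transthyretin-like proteins fell in *sma-3* mutants in 15 of 51 cases and rose in none (adjusted p = 1.3e-05, and adjusted p = 0.66 with an estimated correlation), for example *ttr-46* (-0.55, adjusted p = 6e-06), while embryo zygotic markers had 10 of 30 genes higher (15 over the list alone, adjusted p = 4e-04, and adjusted p = 0.6 with an estimated correlation). Of 18 DBL-1 pathway components, 7 rose and 1 fell in over-expressors (adjusted p = 0.13, and adjusted p = 0.5 with an estimated correlation), including *sma-2* (0.66, adjusted p = 0.00029) and *sma-4* (0.42, adjusted p = 0.001).

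Across the 4 strains 4,993 genes differed at an adjusted p under 0.005 with both bacteria averaged. At an adjusted p under 0.05, 692 genes were higher and 776 lower in *dbl-1* mutants, 1,220 higher and 1,096 lower in *sma-3* mutants, and 3,441 higher and 3,059 lower in over-expressors. The 4,993 genes fell into 4 groups. In these, 705 genes were highest in *sma-3* mutants and lowest in over-expressors, and 442 were highest in *dbl-1* mutants and lowest in wild type. Another 2,295 were highest in over-expressors and lowest in *dbl-1* mutants, and 1,551 were highest in wild type and lowest in over-expressors. Without the 5 libraries of short fragments 2,293 genes passed the test across strains, and without *sma-3* *E. coli* replicate 2 the count for *sma-3* mutants was 1,442. Upper quartile scaling split the genes of over-expressors into 4,405 higher and 2,121 lower, and those of *sma-3* mutants into 1,567 and 759.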

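Among the genes higher on CeMbio than on *E. coli* were secreted defence proteins of the intestine, and among those lower were some enzymes of the propionate shunt, while 0 of 6 genes of the vitamin B12-dependent breakdown of propionate passed in wild type. The lysozyme *lys-5* and the C-type lectins *clec-71* and *clec-143* went from near silence to moderate expression, and *acdh-1*, an acyl-CoA dehydrogenase of the propionate shunt, went the other way. In wild type *lys-5* rose from 0.197 to 19.6 CPM (log2 fold change 6.70, SE 0.59, adjusted p = 5e-07), *clec-71* from 1.82 to 104.4 CPM (6.12, SE 0.68, adjusted p = 1.1e-05) and *clec-143* from 0.293 to 18.6 CPM (5.90, SE 0.5, adjusted p = 3.4e-07). *acdh-1* dropped from 1008 ± 375 to 1.84 ± 0.425 CPM (-9.04, SE 1.11, adjusted p = 3.4e-05), followed by its paralog *acdh-2* (-6.27, adjusted p = 3.2e-05), the shunt enzyme *hphd-1* (-3.65, adjusted p = 1.3e-05), the folate transporter *folt-2* (-5.40, SE 0.55, adjusted p = 4.6e-06) and the acyl-CoA synthetase *acs-2* (-3.84, SE 0.43, adjusted p = 1.2e-05). The sphingosine phosphate lyase *spl-2* (3.21, SE 0.36, adjusted p = 1.2e-05), the aspartyl protease *asp-12* (4.02, adjusted p = 0.0013) and the lectin *clec-72* (3.68, SE 0.28, adjusted p = 6.6e-08) rose in wild type.

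The other strains responded with many of these genes. In *dbl-1* mutants *lys-5* rose by 4.83 (adjusted p = 2.4e-06), *clec-143* by 5.16 (adjusted p = 1.6e-06) and *spl-2* by 3.72 (adjusted p = 3.4e-06), and *folt-2*, at -5.15 (adjusted p = 7.6e-06), and *acdh-1*, at -8.55 (adjusted p = 8.9e-05), fell. In *sma-3* mutants *clec-143*, at 6.34 (adjusted p = 2.3e-07), and the ceramidase gene *asah-2* (2.98, adjusted p = 1.8e-07) rose, and the lectin *clec-47* (-5.20, adjusted p = 8.8e-05) and *acdh-1*, at -9.31 (adjusted p = 3.5e-05), fell. In over-expressors *clec-143* rose by 6.82 (adjusted p = 1.8e-08), *lys-5* by 6.55 (adjusted p = 5.7e-08) and the saposin-like *spp-4* by 3.93 (adjusted p = 2.6e-08), and the collagens *col-92* (-3.41, adjusted p = 5e-04) and *col-147* (-3.19, adjusted p = 0.0067), the cystathionine lyase gene *cth-1* (-3.40, adjusted p = 1e-04) and *acdh-1*, at -7.37 (adjusted p = 0.00011), fell. Collagens as a list had 19 of 124 genes lower and 3 higher on CeMbio in over-expressors (39 and 5 when adjusted over the list alone, median -0.60, camera adjusted p = 8.1e-12, and adjusted p = 0.3 with an estimated correlation). Hypodermis markers fell there in 4 of 13 cases (7 over the list alone, adjusted p = 0.00065, and adjusted p = 0.3 with an estimated correlation), and lipid metabolism enzymes had 2 of 78 genes higher and 8 lower on CeMbio in *dbl-1* mutants.

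On CeMbio 209 genes were higher and 380 lower in wild type, 223 and 142 in *dbl-1* mutants, 260 and 242 in *sma-3* mutants, and 392 and 397 in over-expressors. With the replicate number as a block shared by all strains, these counts of both directions became 1,052 in wild type and 1,226 in over-expressors. Libraries of each number resembled each other across bacteria there. The counts became 793 in *dbl-1* mutants and 835 in *sma-3* mutants, where this resemblance was weaker for 1 number or more. The effect of CeMbio differed from that in wild type for 0 genes in each of *dbl-1* mutants, *sma-3* mutants and over-expressors with unpaired edgeR. With the replicate block it differed for 9 in *sma-3* mutants. In the same order 781, 926 and 376 of 16,536 genes had an unadjusted p under 0.05. With no effect at all a share of 0.05 would do so, and these counts lie near or below it. DESeq2 called 7, 25 and 1. In simulated counts 21 of 111 DESeq2 calls for the interaction of *dbl-1* mutants were false, against 3 of 76 with edgeR. Of the 2,295 genes highest in over-expressors, 67 were higher and 117 lower on CeMbio in wild type, 48 and 40 in *dbl-1* mutants, 64 and 73 in *sma-3* mutants, and 128 and 123 in over-expressors. The wild-type count of 589 fell to 265 without wild-type *E. coli* replicate 2, to 384 without *E. coli* replicate 3, to 340 without CeMbio replicate 1 and to 329 without CeMbio replicate 3. That of 365 in *dbl-1* mutants became 716, 222 and 159 without their *E. coli* replicates 1, 2 and 3 and 242, 225 and 185 without CeMbio replicates 1, 2 and 3. That of 502 in *sma-3* mutants became 180 and 209 without *E. coli* replicates 2 and 3 and 316 and 231 without CeMbio replicates 1 and 3, and that of 789 in over-expressors 420 and 500 without *E. coli* replicates 2 and 3 and 453 and 492 without CeMbio replicates 2 and 3.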

Cluster 1 included 742 genes that were upregulated to varying extents on CeMbio, less so in either one of the two mutant strains, and much more in *dbl-1* over-expressing worms; Cluster 2 included 503 genes, which while also dependent for their basal expression on DBL-1 signaling (lower in mutants, higher in over-expressing animals), were repressed on CeMbio. Analysis of enriched annotations revealed enrichment for immune and stress response genes in both clusters, including C-type lectins and genes involved in detoxification, supporting the previously described roles of the DBL-1 pathway in immune regulation (12, 23). However, differences in gene composition between the two clusters were also apparent, with the CeMbio-upregulated genes of Cluster 1 showing a prominent enrichment for C-type lectins, while the CeMbio-downregulated genes of Cluster 2, showed more significant enrichment for detoxification genes, suggesting that DBL-1 signaling contributed differentially to the expression of different subsets of immune and stress genes. 

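Members of several families of defence genes, among them C-type lectins, lysozymes, the pals genes of the intracellular pathogen response and ABC transporters, which pump toxins out of cells, held more RNA in over-expressors than in wild type, as did markers of the intestine. The lists passed with camera at its preset correlation, and none of them with an estimated correlation.

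In over-expressors 93 of 160 C-type lectins were higher and 3 lower over both bacteria (median log2 fold change 0.72, camera adjusted p = 6.3e-09, and adjusted p = 0.18 with an estimated correlation), 97 and 4 when adjusted over the list alone. Among them were *clec-72* (1.68, SE 0.18, adjusted p = 1.7e-06) and *clec-41* (1.00, SE 0.11, adjusted p = 3.1e-06). Lysozymes had 6 of 13 genes higher (8 over the list alone, adjusted p = 0.0044, and adjusted p = 0.49 with an estimated correlation), including *lys-8* (0.45, adjusted p = 0.00029) and *lys-1* (0.50, adjusted p = 0.00091). Saposin-like proteins had 10 of 23 higher, also over the list alone (adjusted p = 0.017, and adjusted p = 0.67 with an estimated correlation). Infection response genes had 6 of 18 higher (adjusted p = 0.031, and adjusted p = 0.66 with an estimated correlation), and intracellular pathogen response pals genes had 20 of 29 (22 over the list alone, adjusted p = 4.1e-06, and adjusted p = 0.22 with an estimated correlation), such as *pals-32* (2.15, adjusted p = 2.6e-05). Detoxification enzymes had 35 of 174 higher and 3 lower (25 and 1 over the list alone, adjusted p = 0.007, and adjusted p = 0.66 with an estimated correlation). Of all 16,536 tested genes 3,441 were higher and 3,059 lower. The share of higher genes among detoxification enzymes was thus about that of all genes, and the share of lower ones was smaller. Their UDP-glucuronosyltransferases had 14 of 66 higher (6 over the list alone, adjusted p = 0.018, and adjusted p = 0.69 with an estimated correlation), led by *ugt-61* (0.68, adjusted p = 5.3e-05), and their glutathione S-transferases 11 of 43 (10 over the list alone, adjusted p = 0.016, and adjusted p = 0.67 with an estimated correlation), led by *gst-44* (1.01, adjusted p = 0.00011). ABC transporters had 19 of 29 higher (19 over the list alone, adjusted p = 4.4e-06, and adjusted p = 0.18 with an estimated correlation), among them *mrp-2* (0.79, adjusted p = 4.1e-05), and nuclear hormone receptors had 85 of 204 higher and 9 lower (adjusted p = 3.9e-06, and adjusted p = 0.42 with an estimated correlation). The median log2 fold change was 0.52 for lysozymes, 0.40 for saposin-like proteins, 0.50 for infection response genes and 0.52 for ABC transporters, and 0.46 for markers of the intestine, which also rose in over-expressors. Cytochrome P450s (10 of 65 higher, camera adjusted p = 0.18), antimicrobial peptides (7 of 43, adjusted p = 0.21) and heat shock proteins (1 of 22, with 5 lower, adjusted p = 0.43) did not pass as lists. With upper quartile scaling heat shock proteins had 2 genes higher and 2 lower.

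In *dbl-1* mutants 26 lectins were lower and 12 higher (camera adjusted p = 0.061, and adjusted p = 0.7 with an estimated correlation), with *clec-48* (-1.54, SE 0.13, adjusted p = 1.1e-07) down and *clec-264* (0.97, adjusted p = 4.4e-06) up, and the lysozyme *lys-1* (0.99, SE 0.1, adjusted p = 2.2e-06) was up. Detoxification enzymes had 23 genes lower and 6 higher (31 and 11 over the list alone, adjusted p = 0.022, and adjusted p = 0.67 with an estimated correlation), with *ugt-43* (-1.74, adjusted p = 2.5e-06) and *cyp-25A1* (-1.25, adjusted p = 0.00021) falling and *gst-24* (1.34, adjusted p = 0.00027) rising. Antimicrobial peptides fell in 7 cases and rose in 1 (median -0.42, adjusted p = 0.015, and adjusted p = 0.79 with an estimated correlation). Markers of the intestine were lower in *dbl-1* mutants too. Their mean log2 CPM was 6.07 on *E. coli* and 6.1 on CeMbio, against 6.38 and 6.41 in wild type. Whether a smaller share of intestinal RNA lowers these families was not tested. In *sma-3* mutants 20 lectins fell and 8 rose (camera adjusted p = 0.087), *clec-51* (-1.23, SE 0.14, adjusted p = 9.5e-06) being the clearest, and *lys-1* was at -0.67 (SE 0.1, adjusted p = 0.00027). Detoxification enzymes fell in 26 cases and rose in 2 (adjusted p = 0.0028, and adjusted p = 0.66 with an estimated correlation), with *cyp-14A5* (-1.48, adjusted p = 3.1e-07), and antimicrobial peptides fell in 8 (median -0.62, adjusted p = 0.0082, and adjusted p = 0.76 with an estimated correlation).

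Among the 2,295 genes highest in over-expressors and lowest in *dbl-1* mutants, one-sided Fisher tests found C-type lectins (80 of 160, 21.4 expected by chance, adjusted p = 4.5e-27), detoxification enzymes (47 of 174, 23.3 expected by chance, adjusted p = 1.4e-05), ABC transporters (14 of 29, 3.9 expected by chance, adjusted p = 6.9e-05), pals genes (16 of 29, 3.9 expected by chance, adjusted p = 1.8e-06), infection response genes (9 of 18, 2.4 expected by chance, adjusted p = 0.0016) and lysozymes (6 of 13, 1.7 expected by chance, adjusted p = 0.023) more often than chance. The genes highest in *dbl-1* mutants also held C-type lectins more often than chance (19 of 160, 4.2 expected by chance, adjusted p = 5.6e-07). Fisher tests treat the genes of a list as independent, so their p-values overstate the evidence where genes vary together. With an estimated correlation no list passed in camera.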

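On CeMbio the C-type lectins, lysozymes and saposin-like proteins, which bind or damage bacteria, had members higher in wild type, and UDP-glucuronosyltransferases, which tag toxins for export, had members lower. As lists they passed with camera at its preset correlation, and none with an estimated correlation. In wild type 22 lectins were higher and 7 lower on CeMbio than on *E. coli* (median log2 fold change 0.42, camera adjusted p = 2.5e-07, and adjusted p = 0.22 with an estimated correlation), or 37 and 11 when adjusted over the list alone. Lysozymes had a median of 0.58 (adjusted p = 5.3e-07, and adjusted p = 0.18 with an estimated correlation) with 3 genes higher (5 over the list alone), and saposin-like proteins one of 0.41 (adjusted p = 7.5e-06, and adjusted p = 0.31 with an estimated correlation) with 7 higher. Detoxification enzymes had 21 genes lower and 6 higher (40 and 18 over the list alone, adjusted p = 0.016, and adjusted p = 0.67 with an estimated correlation), and within them UDP-glucuronosyltransferases had 13 lower and 2 higher (median -0.51, adjusted p = 3.3e-07, and adjusted p = 0.34 with an estimated correlation). The other detoxification families did not pass, with medians of -0.01 for cytochrome P450s (adjusted p = 0.99, and adjusted p = 1 with an estimated correlation) and 0.00 for glutathione S-transferases (adjusted p = 0.79, and adjusted p = 0.96 with an estimated correlation). *ugt-53* (-2.39, adjusted p = 0.00011) and *ugt-43* (-1.53, adjusted p = 0.00078) fell, while *ugt-10* (5.68, SE 0.49, adjusted p = 4.3e-07) rose. Lectins also had positive medians on CeMbio in *dbl-1* mutants (0.29, adjusted p = 4e-04, and adjusted p = 0.5 with an estimated correlation), *sma-3* mutants (0.17, adjusted p = 0.011, and adjusted p = 0.66 with an estimated correlation) and over-expressors (0.53, adjusted p = 9.5e-09, and adjusted p = 0.18 with an estimated correlation). UDP-glucuronosyltransferases had negative medians in *dbl-1* mutants (-0.34, adjusted p = 3.9e-05, and adjusted p = 0.5 with an estimated correlation) and over-expressors (-0.36, adjusted p = 0.00012, and adjusted p = 0.55 with an estimated correlation). Detoxification enzymes as a whole did not pass on CeMbio in *dbl-1* mutants (camera adjusted p = 0.087), *sma-3* mutants (adjusted p = 0.32) or over-expressors (adjusted p = 0.17), and glutathione S-transferases had positive medians in *dbl-1* mutants (0.18, adjusted p = 0.04, and adjusted p = 0.67 with an estimated correlation) and *sma-3* mutants (0.06, adjusted p = 0.04, and adjusted p = 0.67 with an estimated correlation).

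The 4,993 genes were also divided into 5 groups by standardized levels. Gene lists were tested there only after 4 groups of such levels had shown no split by bacteria. With 5 groups the genes higher in over-expressors separated by their response to CeMbio. A group of 1,205 genes had mean standardized levels in over-expressors of 0.78 on *E. coli* and 1.36 on CeMbio. On these bacteria it was at -0.22 and 0.2 in wild type, -0.7 and -0.19 in *dbl-1* mutants, and -0.85 and -0.38 in *sma-3* mutants. The 1,205 genes held 64 C-type lectins against 11.3 expected (one-sided Fisher test, adjusted p = 1.6e-30) and 12 pals genes (adjusted p = 5e-06). A group of 1,212 genes had 1.26 on *E. coli* and 0.79 on CeMbio in over-expressors. It was at 0.13 and -0.39 in wild type, -0.53 and -0.8 in *dbl-1* mutants, and 0.07 and -0.52 in *sma-3* mutants. The 1,212 genes held 29 detoxification enzymes against 12.3 expected (adjusted p = 0.00016), 15 UDP-glucuronosyltransferases (adjusted p = 0.00053) and 26 C-type lectins (adjusted p = 0.00059). These tests, too, treat the genes of a list as independent. The groups were formed on these same levels, so their profiles are no separate evidence.

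For its own Clusters 1 and 2, the paper proposes that DBL-1 signaling acts unequally on separate parts of the immune and stress program.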

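Some genes that respond to complex communities were also higher in over-expressors. Of the 7 genes that the study's table marks as known from earlier community work, *cpr-3* encodes a cathepsin B-like protease, *clec-84* a C-type lectin and *spp-8* a saposin-like protein, and the others are *scl-2*, *lys-7*, *clec-52* and *nuc-1*. In over-expressors *clec-84* rose by 0.72 (SE 0.13, adjusted p = 0.00031) in log2 units over both bacteria, *spp-8* by 0.92 (SE 0.22, adjusted p = 0.0035) and *cpr-3* by 1.12 (SE 0.24, adjusted p = 0.0015). Levels of *clec-84* went from 23.2 ± 1.15 CPM in wild type on *E. coli* to 57.6 ± 2.11 on CeMbio (1.31, SE 0.19, adjusted p = 2e-04), and from 35.3 ± 5.1 to 102 ± 6.34 in over-expressors (1.54, adjusted p = 2e-05). For *spp-8* they went from 81.5 ± 10.9 to 193 ± 31.6 CPM in wild type (1.24, SE 0.32, adjusted p = 0.033) and from 125 ± 23.8 to 448 ± 160 in over-expressors (1.84, adjusted p = 0.0013). *cpr-3* did not pass for CeMbio in wild type, with 24.3 ± 13.4 and 27.4 ± 9.51 CPM (0.15, adjusted p = 0.93), and was lower in *sma-3* mutants (-0.87, adjusted p = 0.024). That last call was lost when some single libraries, or those of short fragments, were left out. In *dbl-1* mutants *clec-84* was at -0.06 (adjusted p = 0.83), *spp-8* at -0.15 (adjusted p = 0.75) and *cpr-3* at -0.77 (adjusted p = 0.054), and in *sma-3* mutants *clec-84* was at -0.27 (adjusted p = 0.17) and *spp-8* at 0.26 (adjusted p = 0.45). All 7 were higher in over-expressors, and 4 of 7, namely *clec-52*, *lys-7*, *clec-84* and *spp-8*, were higher on CeMbio in wild type. With a replicate block shared by all strains *scl-2* was as well. The over-expressor calls of *nuc-1* and *scl-2* were lost without the libraries of short fragments, and that of *nuc-1* also without some single libraries. The 7 were listed by the study among genes picked on these same samples, so their direction is not independent evidence, and the full set of 30 community-induced genes was not analysed here. The call of *spp-8* on CeMbio in wild type was lost without wild-type *E. coli* replicate 1 (adjusted p = 0.063), replicate 2 (0.18) or replicate 3 (0.086), and without CeMbio replicate 1 (0.1) or replicate 3 (0.11).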

Cluster 1 further featured a significant enrichment for genes previously identified to be induced in response to two different complex communities (6 of 30 genes, *P* < 0.001, hypergeometric test, Table S1) (12). 

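Another part of the transcriptome was lower in over-expressors. The 1,551 genes highest in wild type and lowest in over-expressors include splicing factors such as *prp-31* and *rnp-5* and ribosomal proteins such as *rps-21* and *rpl-21*. Their mean standardized level was 0.59 in wild type on *E. coli* and 0.70 on CeMbio, against -1.37 and -1.14 in over-expressors. In *dbl-1* mutants it was 0.61 and 0.35, and in *sma-3* mutants 0.24 and 0.02. Of the 1,551 genes, 1,528 were lower and 0 higher in over-expressors at an adjusted p under 0.05 in edgeR, with a median log2 fold change of -0.36. The genes were picked and grouped by their levels in these same libraries, so this count follows from the grouping and is no separate evidence. In *dbl-1* mutants 40 were higher and 74 lower (median -0.03), and in *sma-3* mutants 8 were higher and 273 lower (median -0.10). CeMbio changed few of them, with 4 higher and 6 lower in wild type.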

Cluster 4 was of additional interest, including 844 genes that were negatively regulated by DBL-1 signaling. Among them, enrichment was found for genes involved in house-keeping functions, such as mRNA processing (e.g., *prp-31*, *rnp-5*) and protein synthesis (e.g., *rps-21* and *rpl-21*), suggesting the involvement of DBL-1 signaling in negative regulation of growth and maintenance functions in adults in contrast to its better known positive contributions to cell growth in larvae (24).

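Among the genes lower in over-expressors are parts of the machinery that makes and removes proteins in every cell. These cover splicing, ribosomes and their assembly, mitochondria and the proteasome. The splicing factor *prp-31* went from 142 ± 2.45 and 144 ± 9.38 CPM in wild type on *E. coli* and CeMbio to 111 ± 8.45 and 114 ± 8.89 in over-expressors (log2 fold change -0.35, SE 0.05, adjusted p = 4.3e-05), and the RNA-binding *rnp-5* (-0.40, SE 0.09, adjusted p = 0.0021) went with it. For ribosomal proteins, *rps-21* went from 577 ± 29.2 and 578 ± 19.3 CPM to 459 ± 28.1 and 403 ± 43.6 (-0.42, SE 0.06, adjusted p = 4e-05), and *rpl-21* (-0.62, SE 0.12, adjusted p = 0.00072) fell as well. In *dbl-1* mutants these genes did not pass, with *prp-31* at 0.02 (adjusted p = 0.9), *rnp-5* at 0.06 (adjusted p = 0.75), *rps-21* at -0.06 (adjusted p = 0.61) and *rpl-21* at -0.22 (adjusted p = 0.31). In *sma-3* mutants the values were -0.13 (adjusted p = 0.1), 0.00 (adjusted p = 1), -0.02 (adjusted p = 0.85) and -0.26 (adjusted p = 0.16) in the same order.

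In over-expressors mRNA processing factors had 41 of 53 genes lower and 0 higher (43 lower when adjusted over the list alone, median -0.32, camera adjusted p = 7.7e-15, and adjusted p = 0.18 with an estimated correlation), led by *smu-2* (-0.60, SE 0.06, adjusted p = 3.1e-07). Cytosolic ribosomal proteins had 58 of 81 lower and 3 higher (61 lower over the list alone, adjusted p = 8.4e-15, and adjusted p = 0.48 with an estimated correlation), and the variant *rpl-11.2* (0.61, adjusted p = 3.4e-05) rose where *rpl-11.1* (-0.59, adjusted p = 2.7e-06) fell. Ribosome biogenesis factors had 18 of 24 lower (20 over the list alone, adjusted p = 1.4e-08, and adjusted p = 0.18 with an estimated correlation), mitochondrial proteins 79 of 111 (86 over the list alone, median -0.33, adjusted p = 2.7e-15, and adjusted p = 0.52 with an estimated correlation) and proteasome subunits 29 of 33 (30 over the list alone, adjusted p = 7.7e-15, and adjusted p = 0.31 with an estimated correlation), with *mrps-35* (-0.61, adjusted p = 6.8e-07) and *pas-4* (-0.49, adjusted p = 6.3e-06) among them. Chromatin factors had 22 of 66 lower and 7 higher (adjusted p = 0.036, and adjusted p = 0.67 with an estimated correlation) and histones 18 lower and 3 higher (camera adjusted p = 0.075). The 4 RNA polymerase III subunits that could be tested were not called, *rpc-25* having -0.25 (adjusted p = 0.065) and *rpc-11* -0.24 (adjusted p = 0.11). One-sided Fisher tests found mRNA processing factors (34 of 53, 5.9 expected by chance, adjusted p = 2.1e-18), cytosolic ribosomal proteins (28 of 81, 9.1 expected by chance, adjusted p = 4.6e-07), mitochondrial proteins (38 of 111, 12.5 expected by chance, adjusted p = 2.3e-09) and proteasome subunits (24 of 33, 3.7 expected by chance, adjusted p = 6.5e-15) more often than chance among the 1,551 genes lowest in over-expressors. These tests treat the genes of a list as independent, which genes that vary together are not.

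In the mutants the lists did not all move in the same direction, and the mutants were not tested against each other. In *sma-3* mutants proteasome subunits had 14 genes lower and 0 higher (22 lower over the list alone, adjusted p = 1.2e-09, and adjusted p = 0.5 with an estimated correlation) and mitochondrial proteins 11 lower and 0 higher (adjusted p = 4.6e-08, and adjusted p = 0.67 with an estimated correlation). In *dbl-1* mutants proteasome subunits had 4 lower and mRNA processing factors 1 higher with a median of 0.00. Ribosome biogenesis factors had 0 genes called in either mutant, with medians of 0.06 in *dbl-1* and 0.01 in *sma-3* mutants, and chromatin factors had 4 higher and 0 lower in *dbl-1* mutants and 8 and 3 in *sma-3* mutants. Histones, in part lower in over-expressors, were in part higher in *dbl-1* mutants. Markers of tissues moved in over-expressors too. Oogenic germline markers had 24 of 41 lower (median -0.33, adjusted p = 1.8e-09, and adjusted p = 0.66 with an estimated correlation), while 49 of 70 sperm markers (adjusted p = 3.9e-06, and adjusted p = 0.73 with an estimated correlation), 11 of 14 intestine markers (adjusted p = 2e-04, and adjusted p = 0.18 with an estimated correlation), 13 of the neuron markers (adjusted p = 0.00036, and adjusted p = 0.41 with an estimated correlation) and 11 of 20 V-ATPase subunits (adjusted p = 0.0063, and adjusted p = 0.5 with an estimated correlation) rose. Hypodermis markers had 7 of 13 lower (camera adjusted p = 0.096) and body wall muscle markers 2 of 17 higher (adjusted p = 0.37). With upper quartile scaling chromatin factors had 12 genes lower and 10 higher and a median of 0.01 against -0.07, and the median of histones was 0.03 against -0.05.

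**Figure D1:**
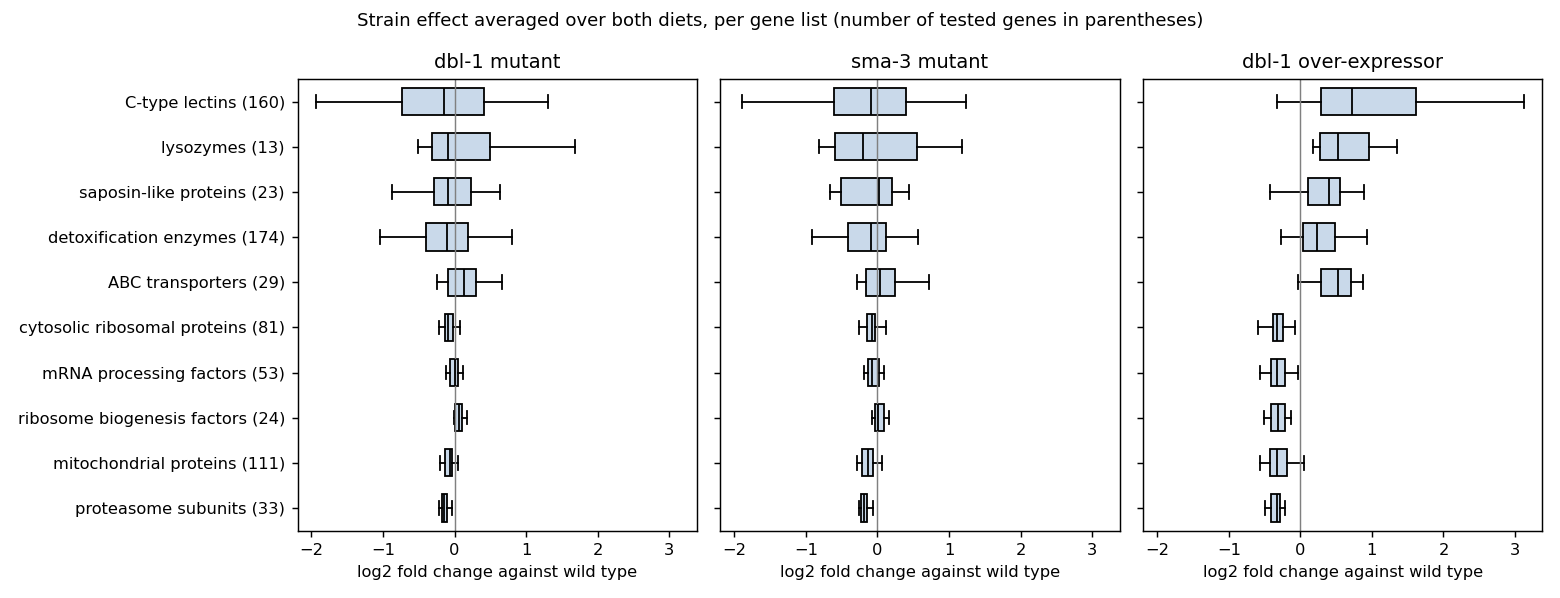
Log2 fold changes against wild type of the members of immune, detoxification and house-keeping gene lists in dbl-1 mutants, sma-3 mutants and over-expressors, averaged over both bacteria. Boxes span the quartiles and whiskers the 5% to 95% range.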

**Fig 1:**
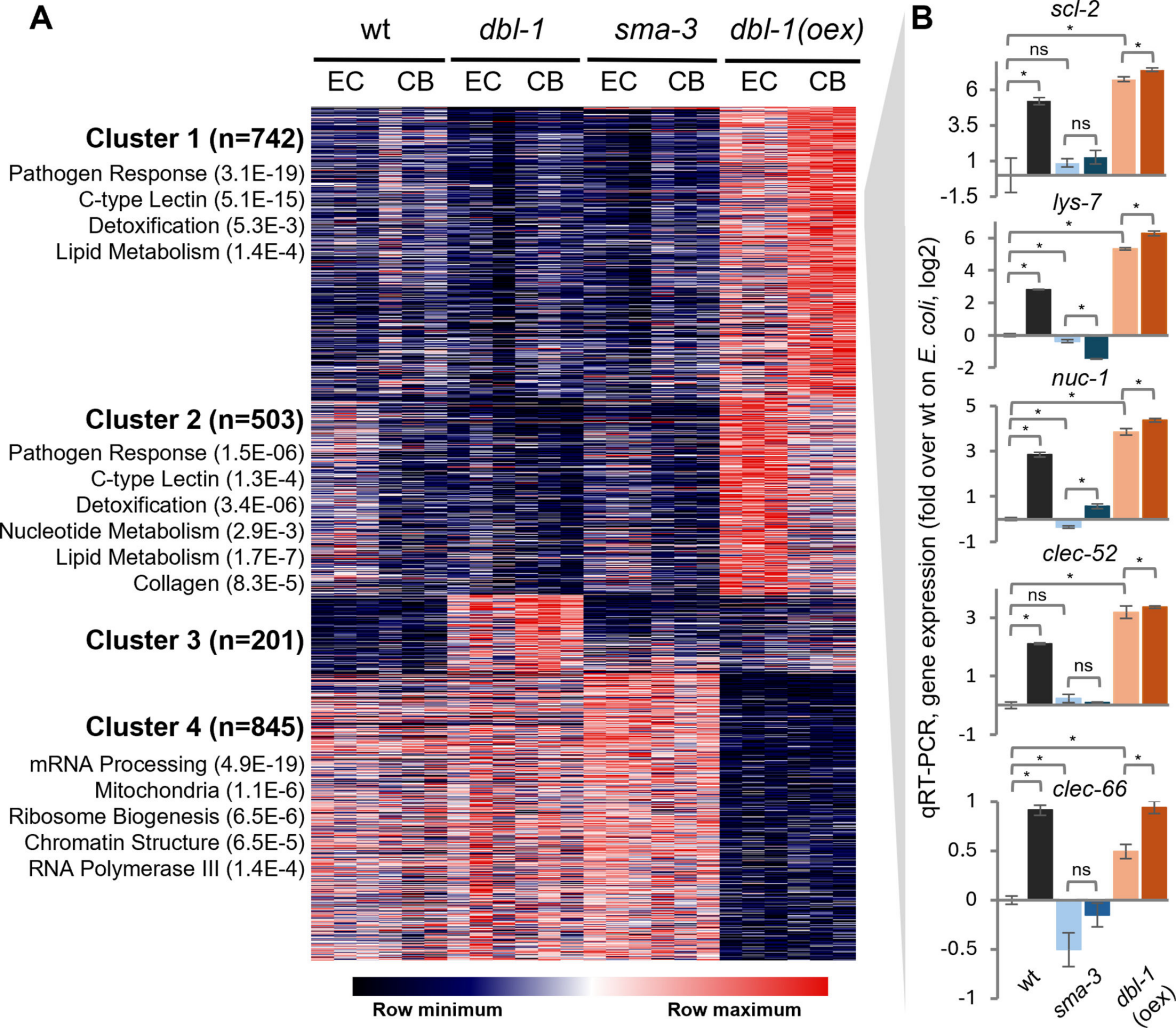
DBL-1/BMP-dependent gene expression. (**A**) Expression profiles of Sleuth-identified genes, differentially expressed (*P* < 0.005, BH-corrected, see the Materials and Methods) in wild-type and in designated mutant and transgenic strains raised on *E. coli* (EC) or on CeMbio (CB). Genes are *k*-means-clustered (with a number of genes for each cluster) and colored following median-centering for each gene to highlight patterns. Enriched gene annotations were identified using WormCat, with Bonferroni-corrected *P*-values. (**B**) qRT-PCR verification of expression patterns for selected genes of Cluster 1 in the designated strains; light and dark colors represent expression in worms raised on *E. coli* or CeMbio, respectively. Shown for each graph are averages of three measurements (*N* = 3) ± SDs. *P < 0.05, *t*-test.

Focusing on genes of Cluster 1—positively regulated by DBL-1 signaling and upregulated in response to CeMbio—we selected five*—scl-2*, *lys-7*, *clec-52, nuc-1,* and *clec-66,* for additional analyses. 

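The 5 candidates were followed across strain and bacteria. *lys-7* and *clec-52* were higher in over-expressors and on CeMbio in wild type. *clec-66* rose on CeMbio in every strain and was lower in both mutants, and *scl-2* and *nuc-1* differed between strains. Neither passed for CeMbio in any strain in the unpaired fit of all libraries, and *scl-2* passed in wild type and over-expressors with a replicate block shared by all strains. The genes lie apart in the genome (WBcel235), with *scl-2* (F49E11.10) on chromosome IV from 13,057,710 to 13,059,062, *clec-52* (B0218.8) also on IV from 8,167,164 to 8,168,760, *lys-7* (C02A12.4) on V from 3,481,432 to 3,482,600, *nuc-1* (C07B5.5) on X from 9,539,905 to 9,542,329 and *clec-66* (F35C5.9) on II from 12,904,398 to 12,906,644.

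Levels in wild type on *E. coli* and CeMbio were 16.1 ± 5.04 and 41.2 ± 9.12 CPM for *scl-2*, 185 ± 51.3 and 484 ± 121 for *lys-7*, 10.7 ± 1.79 and 38 ± 2.61 for *clec-52*, 92 ± 0.69 and 116 ± 16.3 for *nuc-1*, and 33.4 ± 9.91 and 128 ± 50.8 for *clec-66*. On CeMbio over-expressors held 87.4 ± 9.66, 1058 ± 216, 63.4 ± 11.7, 168 ± 28.2 and 161 ± 34 CPM in the same order. Against wild type, over both bacteria, *dbl-1* mutants had lower *scl-2* (-1.70, SE 0.32, adjusted p = 0.0016), *clec-52* (-1.41, SE 0.19, adjusted p = 5.5e-05), *nuc-1* (-0.56, SE 0.15, adjusted p = 0.018) and *clec-66* (-1.73, SE 0.25, adjusted p = 9.9e-05), with *lys-7* at -0.51 (adjusted p = 0.15). In *sma-3* mutants only *clec-66* passed (-0.79, SE 0.24, adjusted p = 0.035), with *scl-2* at -0.10 (adjusted p = 0.85), *lys-7* at -0.60 (adjusted p = 0.065), *clec-52* at -0.18 (adjusted p = 0.53) and *nuc-1* at -0.06 (adjusted p = 0.83). On each of the bacteria alone, *lys-7* in *sma-3* mutants was at 0.27 (adjusted p = 0.72) on *E. coli* and -1.46 (adjusted p = 0.0068) on CeMbio, *scl-2* at 1.14 (adjusted p = 0.2) and -1.35 (adjusted p = 0.072), and *clec-52* at 0.38 (adjusted p = 0.52) and -0.75 (adjusted p = 0.085). Over-expressors had higher *lys-7* (1.35, SE 0.21, adjusted p = 1e-04), *clec-52* (0.73, SE 0.18, adjusted p = 0.0043), *scl-2* (1.04, SE 0.31, adjusted p = 0.012) and *nuc-1* (0.39, SE 0.14, adjusted p = 0.038), with *clec-66* at 0.14 (adjusted p = 0.67).

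On CeMbio against *E. coli*, *clec-66* rose in wild type (1.94, SE 0.35, adjusted p = 0.0022), in *dbl-1* mutants (1.47, adjusted p = 0.03), in *sma-3* mutants (2.25, SE 0.36, adjusted p = 0.00083) and in over-expressors (2.32, SE 0.35, adjusted p = 0.00029). *clec-52* rose in wild type (1.83, SE 0.27, adjusted p = 0.00029) and over-expressors (1.83, SE 0.27, adjusted p = 0.00017), with 0.13 (adjusted p = 0.87) in *dbl-1* mutants and 0.69 (adjusted p = 0.2) in *sma-3* mutants. *lys-7* rose in wild type (1.39, SE 0.3, adjusted p = 0.011), with 0.95 (adjusted p = 0.081) in over-expressors, 0.49 (adjusted p = 0.49) in *dbl-1* mutants and -0.35 (adjusted p = 0.67) in *sma-3* mutants. *scl-2* was at 1.35 (adjusted p = 0.11) in wild type and 1.43 (adjusted p = 0.069) in over-expressors, and *nuc-1* at 0.34 (adjusted p = 0.51) and 0.63 (adjusted p = 0.091). A replicate block, with a shift per replicate number shared by all strains and bacteria, was also fitted. It gave *scl-2* adjusted p = 0.041 in wild type and adjusted p = 0.016 in over-expressors, and *lys-7* adjusted p = 0.044 in over-expressors. Residuals follow the replicate number within each of these strains, but not between them. The response to CeMbio was smaller than in wild type in *sma-3* mutants for *scl-2* (difference -2.48, adjusted p = 0.0018 over the 5 genes alone), *lys-7* (-1.74, adjusted p = 0.0018) and *clec-52* (-1.14, adjusted p = 0.0099), and in *dbl-1* mutants for *clec-52* (-1.69, adjusted p = 0.0011) and *scl-2* (-2.01, adjusted p = 0.012). Over all genes these differences had adjusted p = 0.36, 0.31, 0.59, 0.6 and 0.96, and the 5 genes were chosen by the study on these same samples. The *nuc-1* call in over-expressors was lost without any 1 of wild-type *E. coli* replicates 1, 2 or 3 (adjusted p = 0.059, 0.064 and 0.063), wild-type CeMbio replicates 1 or 3 (0.088 and 0.069), over-expressor *E. coli* replicate 1 (0.11) and over-expressor CeMbio replicates 2 or 3 (0.1 and 0.058), and the *lys-7* call on CeMbio in wild type without *E. coli* replicate 2 (0.092) or CeMbio replicate 2 (0.053). The *clec-66* call in *sma-3* mutants was lost without wild-type *E. coli* replicates 1 or 2 (adjusted p = 0.096 and 0.051), wild-type CeMbio replicate 1 (0.1), *sma-3* *E. coli* replicates 1, 2 or 3 (0.054, 0.051 and 0.077) or *sma-3* CeMbio replicates 2 or 3 (0.08 and 0.069), and its call on CeMbio in *dbl-1* mutants without *E. coli* replicates 2 or 3 (0.074 and 0.16) or CeMbio replicates 2 or 3 (0.089 and 0.11).

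**Figure D2:**
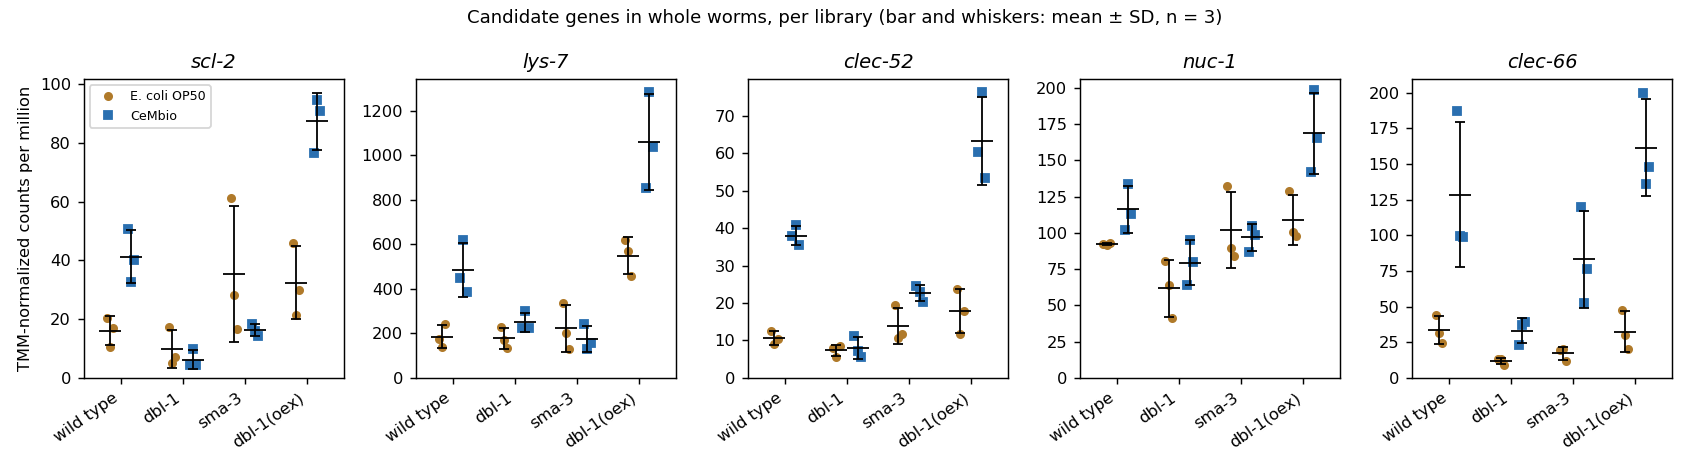
CPM of the 5 candidate genes in each library, by strain and bacteria, with mean ± SD of 3 libraries.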

The first four of these were previously found to be up-regulated in worms raised on complex bacterial communities, but their functional significance remained unknown (12). All five are expressed primarily or exclusively in the intestine (25–29) and contain signal peptides targeting their secretion (30), suggesting that they could interact directly with gut bacteria. The five selected provide a mix of different functions, some known, others only presumed, and all uncharacterized with respect to their involvement in controlling the microbiome. *scl-2* encodes a yet uncharacterized protein homologous to mammalian cysteine-rich secreted proteins and peptidase inhibitors, which are best characterized for their ability to coat sperm cells to facilitate fertilization (31); *lys-7* encodes a lysozyme with documented roles in anti-bacterial defense; *clec-52* (ortholog of human Reg3α) and *clec-66* encode C-type lectins, thought to bind bacterial surface saccharides (32, 33); and lastly, *nuc-1* encodes a nuclease that degrades apoptotic DNA (34), which was additionally suggested to digest bacterial DNA in the intestine (27).

qRT-PCR measurements in samples of a separate experiment with wild-type animals, *sma-3* mutants (which, among different DBL-1 signaling mutants show the strongest bacterial blooms), and *dbl-1* over-expressors, confirmed the expression patterns first observed for the five candidates with RNA-seq. This experiment demonstrated the upregulation of the tested genes in response to CeMbio in both wildtype and *dbl-1* over-expressors compared to *E. coli*, and loss of this upregulation in *sma-3* mutants, with *nuc-1* somewhat of an exception, showing slight upregulation on CeMbio in *sma-3* mutants, but not to the extent observed in wild-type animals (Fig. 1B). This supported the hypothesis that the five genes were regulated downstream of DBL-1 signaling. At the same time, while basal expression of all five genes (on *E. coli*) was elevated in *dbl-1* over-expressors compared to wild-type animals, it was largely unaffected by *sma-3* disruption, suggesting additional regulatory inputs, in agreement with previous reports (35–37).

### Intestinal contributions of putative DBL-1 targets to *Enterobacter* gut colonization

Previous work has used a fluorescently(dsRed)-tagged derivative of a *C. elegans* commensal, *Enterobacter hormaechei* strain CEent1, to demonstrate the role of DBL-1 signaling in controlling gut abundance of bacteria of the *Enterobacteriaceae* family (12, 16). Using the tagged strain, we examined whether the presently identified putative DBL-1 targets contributed to gut bacterial control, assessing gut colonization in mutants for the five DBL-1 targets. When raised on monocultures of CEent1-dsRed, all five mutants showed increased colonization compared to wild-type worms (although for *clec-52,* the increase was not statistically significant; Fig. 2). For the most part, the extent of increased colonization in the mutants was lower than in *sma-3* mutants, except for *nuc-1* mutants, which showed colonization significantly greater than that seen in *sma-3* mutants.

**Fig 2:**
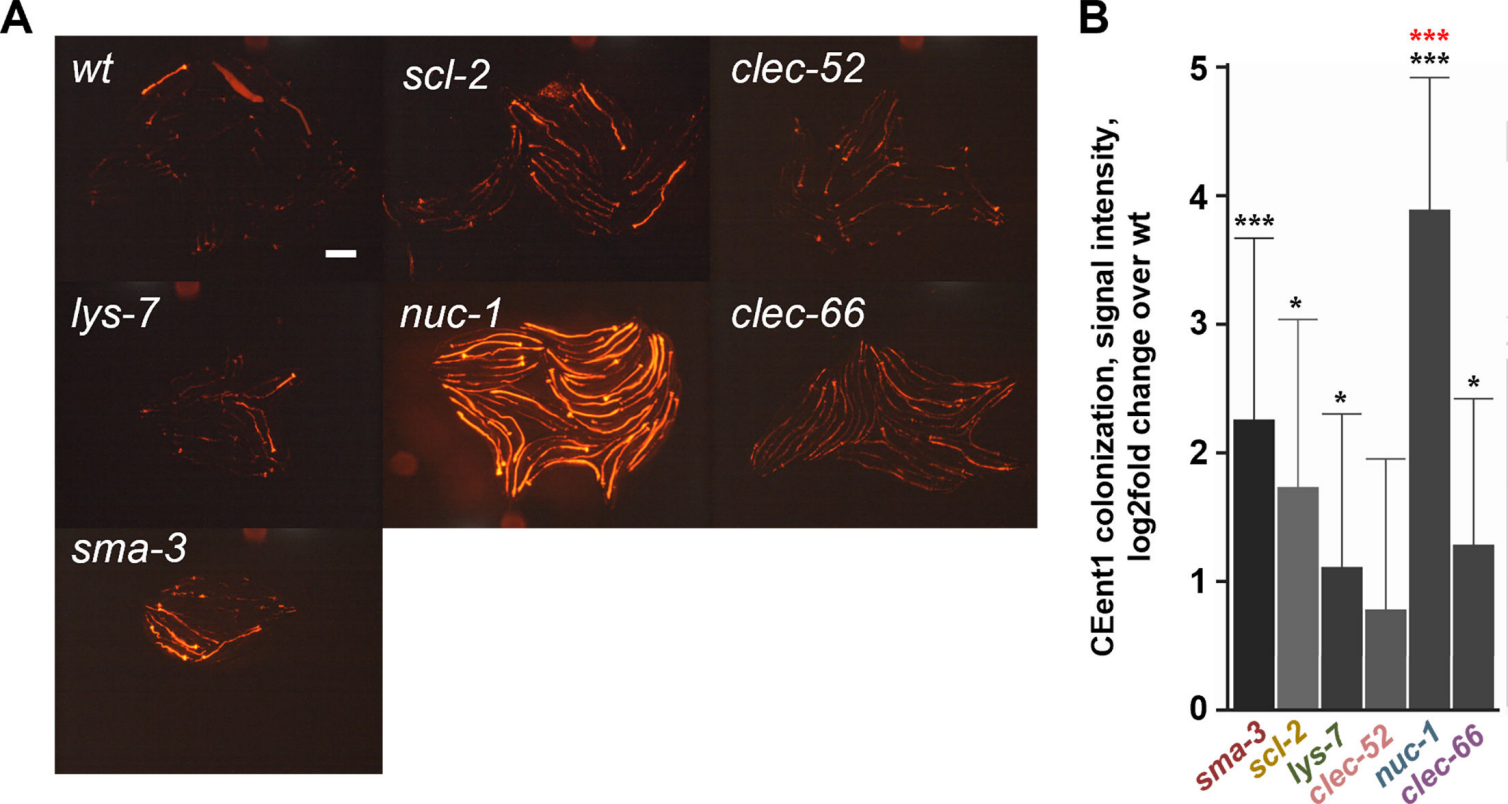
Disruption of selected putative DBL-1 target genes increases *Enterobacter* colonization. (**A**) Representative images of DBL-1/BMP effector mutant strains grown on dsRed-CEent1 bacteria, compared to wild type, recorded 1-day after L4. Scale bar, 200 µm. (**B**) Quantification of signal intensity in worms as in A. Shown are averages ± SDs for three experiments per strain, each with *N* = 20–46 worms (except *nuc-1* mutants*,* which were included in two experiments only). *P < 0.05, ***P < 0.001, *t*-test compared to wild-type animals (black asterisks) or *sma-3* mutants (red asterisks).

As described above, previous reports suggested that the examined genes were expressed primarily in the intestine. However, increased CEent1 colonization in mutants for these genes could still be due to lesser known extra-intestinal expression. To examine whether intestinal expression of the putative DBL-1 targets was required for their effects on gut colonization, we employed RNAi-mediated expression knock-down, in which worms are raised on *E. coli* clones expressing double-stranded RNAi targeting genes of interest. Gene knock-down was carried out in worms of the VP303 strain, in which RDE-1 activity, which is required for RNAi processing, was disrupted, but transgenically-rescued by intestine-specific expression of wildtype *rde-1*, enabling intestine-specific knock-down. Worms raised on *E. coli* containing an empty RNAi vector (EV) served as negative control, and worms raised on *E. coli* expressing dsRNA targeting *elt-2* were used as positive control, ELT-2 being a master regulator of intestinal immune gene expression (38). No RNAi clone was available for *clec-66*. This experiment revealed that intestine-specific knock-down of each of the four examined genes was sufficient to increase CEent1-dsRed gut colonization (Fig. 3). Overall, the effects of RNAi-mediated knock-down were comparable to those seen in the respective mutants, suggesting that effects on gut colonization were attributed to candidate genes intestinal expression. The exception was again *nuc-1*, which in knock-down experiments showed a smaller effect on colonization compared to the respective mutant. This might be due to incomplete knock-down associated with the available *nuc-1* RNAi clone but, alternatively, may suggest that *nuc-1* contributions to intestinal control of bacterial colonization included both local as well as extra-intestinal inputs.

**Fig 3:**
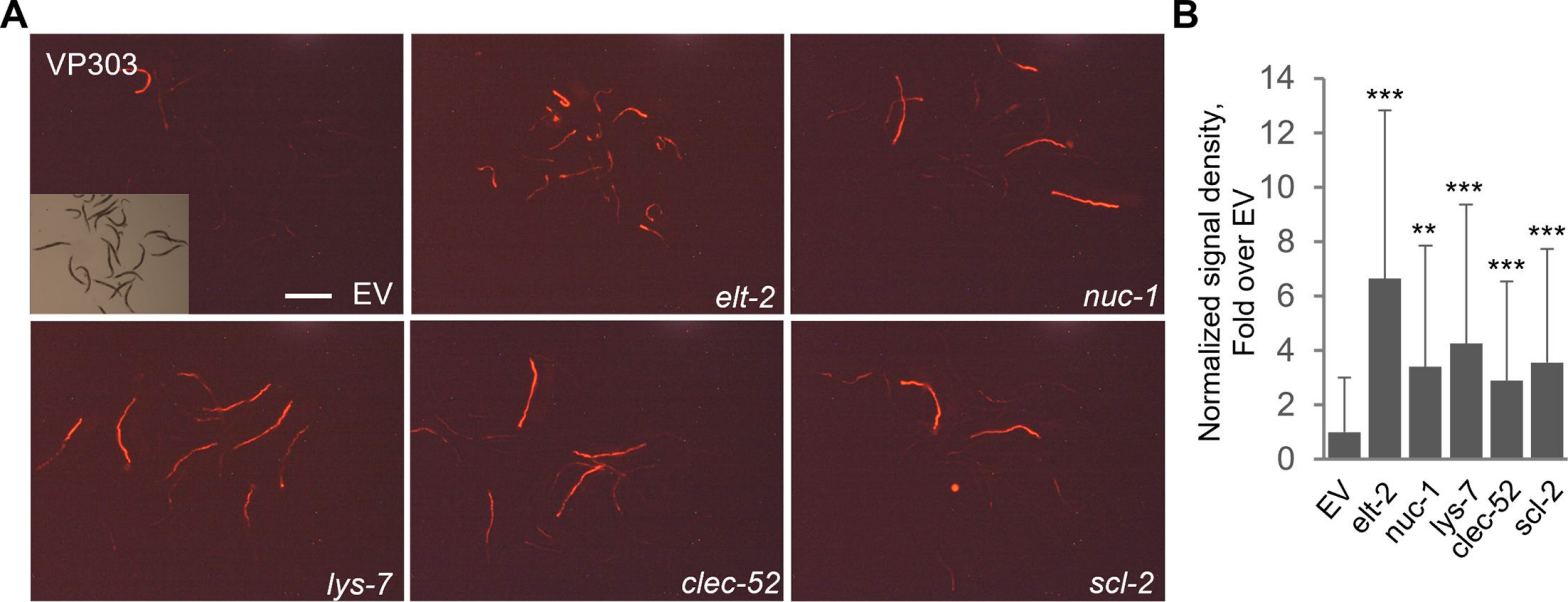
Intestinal RNAi-mediated silencing of putative DBL-1 targets increases *Enterobacter* colonization. (**A**) Representative images of transgenic VP303 worms raised from egg to L4 on RNAi-expressing clones targeting effector candidates [or with empty vector (EV) as control] and shifted to colonizing CEent-1-dsRed bacteria for 2 days. Scale bar = 500 µm. (Inset) A visible-light image of the same field as in the fluorescent image showing also the uncolonized worms not seen in the fluorescent image. (**B**) Quantification of fluorescent signal in images as in A; signal density normalized by body size. Shown are average ± standard deviations for *N* = 23–41 worms/group, *P < 0.05, **P < 0.01, ***P < 0.001, *t*-test, compared to empty vector (EV).

RNAi-mediated knock-down was further used to assess whether the examined genes contributed to colonization-control downstream of DBL-1 signaling or independently of it. To this end, the expression of putative DBL-1 targets was knocked down in *sma-3* or *dbl-1* mutants and CEent1-dsRed colonization was assessed to test whether knock-down led to increased colonization on top of that seen in the mutants alone. With both mutants, we found no added effects with any of the RNAi clones (Fig. 4). While strong colonization in *sma-3* mutants prior to candidate gene knock-down may impede observing additive effects (Fig. 4A and B), weaker colonization in *dbl-1* mutants should have left enough range to observe added effects if those existed, yet, none was observed (Fig. 4C and D). Together, the results shown in Fig. 3 and 4 support the notion that the examined genes encoded intestinal effectors that mediated DBL-1/BMP-dependent control of gut colonization.

**Fig 4:**
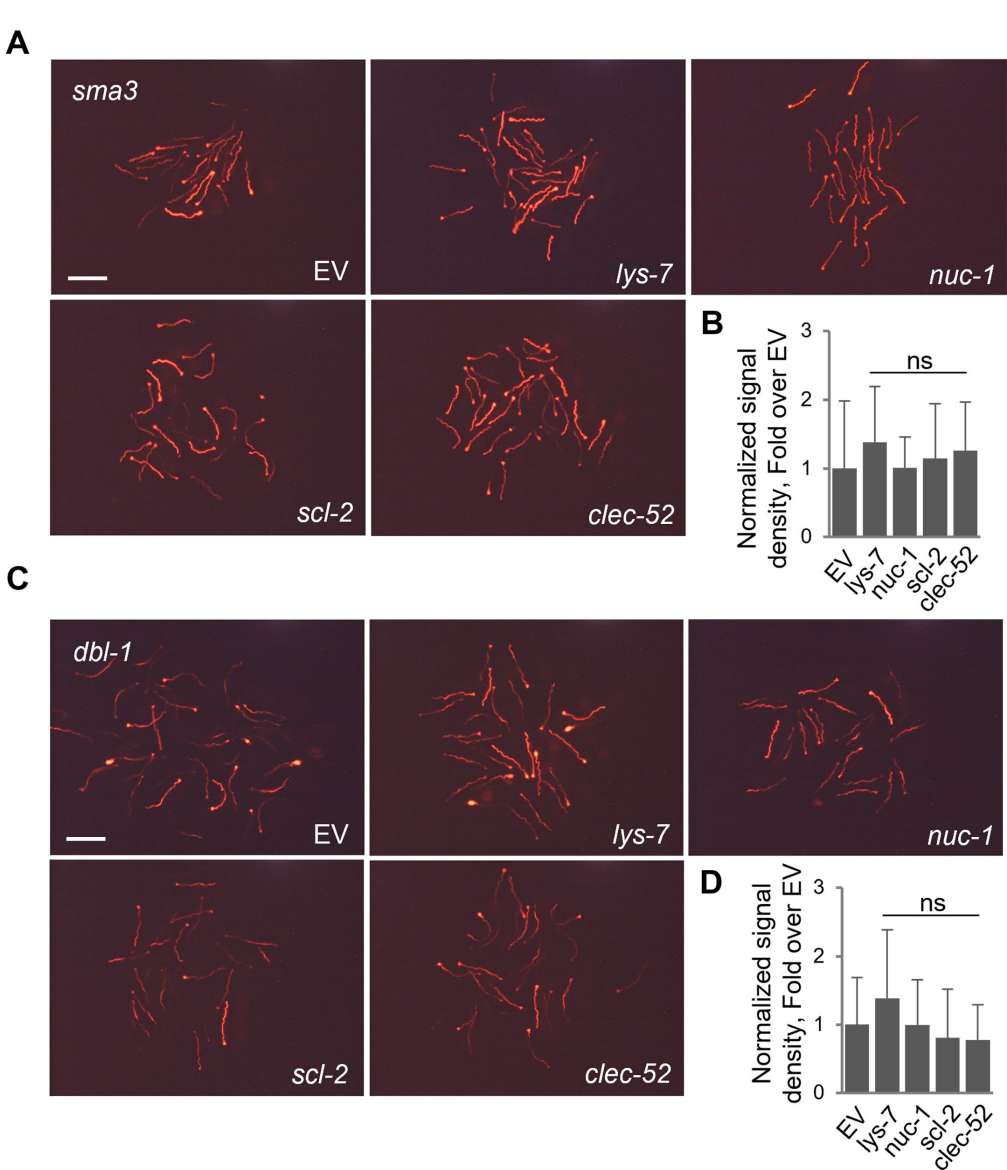
Knock-down of putative DBL-1 targets in DBL-1 mutants has no added effect on gut colonization. Images of CEent1-dsRed colonization in (**A**) *sma-3* or (**C**) *dbl-1* mutants raised from egg to L4 on RNAi targeting designated genes (bottom of images) and then shifted to CEent-1-dsRed bacteria for 2 days. Scale bar, 500 µm. Quantification of fluorescent signal in images, normalized to body size, is shown in (**B**) and (**D**), respectively. Graphs show average ± standard deviations for *N* = 24–35 (*sma-3* mutants), or *N* = 23–34 worms (*dbl-1* mutants). ns, *P* > 0.05, *t*-test compared to empty vector (EV).

### Identified effectors are important for *Enterobacteriaceae* control in the context of a complex community

To test how disruption of the identified DBL-1 targets/effectors may affect a more complex gut community rather than a single colonizer, we raised wildtype and mutant worms on the CeMbio community of 12 worm commensal strains (see Materials and Methods) and analyzed their gut microbiome composition using 16S sequencing (of the V4 region). This analysis identified significant differences between wild-type animals and most mutants, excluding *clec-66* (Fig. 5A). Gut microbiomes assembled from CeMbio tend to be dominated by two strains*—Ochrobactrum vermis* (MYb71) and *Stenotrophomonas indicatrix* (JUb19)—contributing 70%–80% of total bacterial abundance (39), and this dominance was maintained in the examined mutants (Data S2). However, relative abundance of *Enterobacteriaceae* strains—*E. hormaechei* (CEent1) and *Lelliottia amnigena* (JUb66), which cannot be distinguished based on V4 16S sequencing, reproducibly increased in four out of five mutants (excluding *lys-7*), extending the previously described role of DBL-1 signaling in controlling bacteria of the *Enterobacteriaceae* family to its putative downstream mediators (Fig. 5B and C). Additional experiments were performed to complement the sequencing analysis of gut microbiome composition, using CFU counts of gut bacteria isolated from wildtype and mutant worms raised on CeMbio. Samples were split between rich media and *Enterobacteriaceae*-selective VRBG media plates, to assess total bacterial load, or *Enterobacteriaceae* load, respectively. While total bacterial load did not change significantly in most of the mutants compared to wild-type animals (Fig. 6A), the overall gut abundance of *Enterobacteriaceae* increased significantly in *scl-2*, *lys-7*, and *nuc-1* mutants, and its proportion within the gut community increased in these three as well as in *clec-52* mutants (Fig. 6B and C). Together, the results from experiments using different methodologies support the involvement of *scl-2* and *nuc-1* in controlling *Enterobacteriaceae* gut abundance in both monocultures and in the context of a complex community. The results further support the involvement of *lys-7*, *clec-52,* and *clec-66* in this control albeit with smaller and more variable contributions.

**Fig 5:**
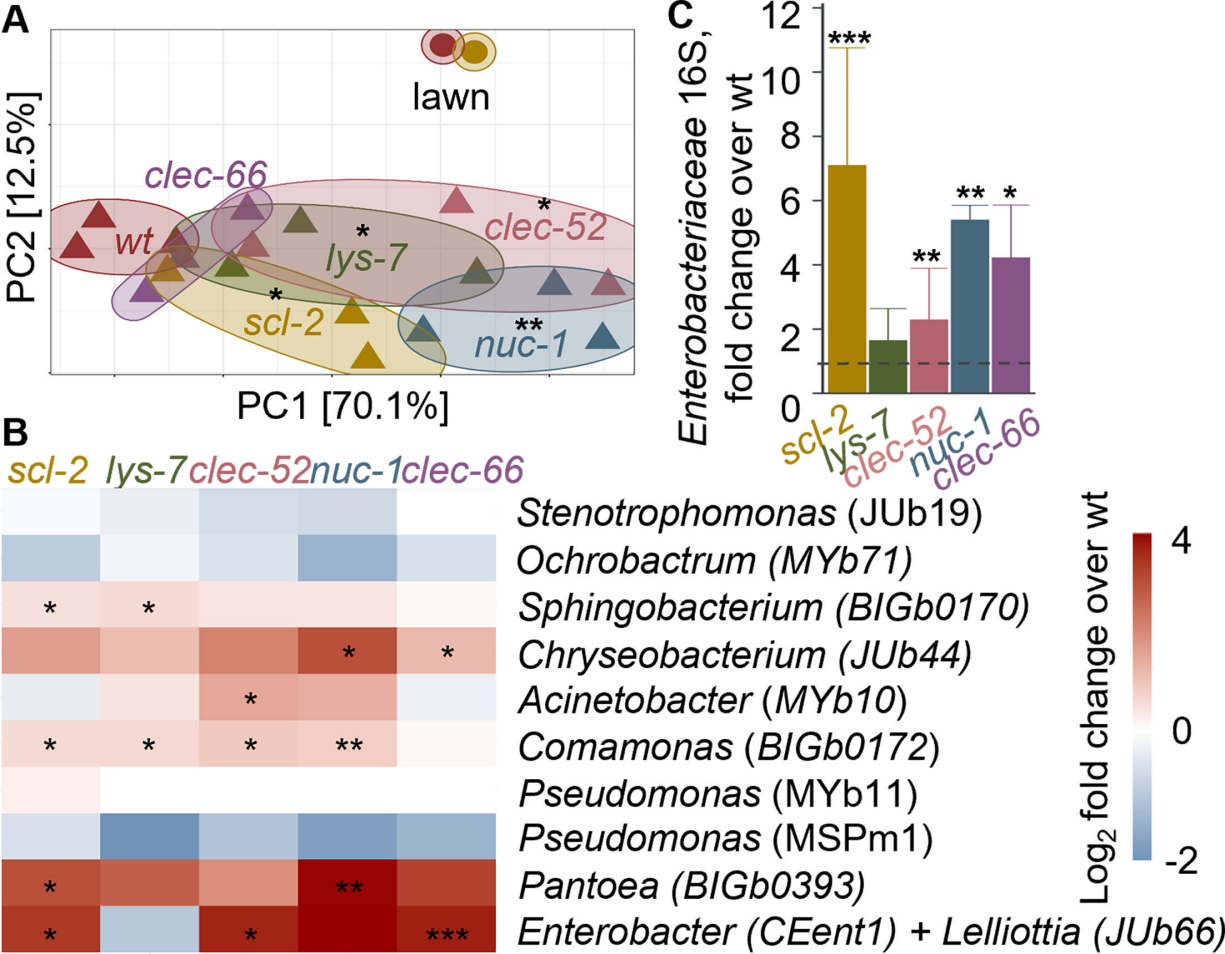
Disruption of intestinal DBL-1 targets alters gut microbiome composition. (**A**) PCoA based on weighted UniFrac distances highlighting differences in microbiome composition (analyzed by 16S NGS) between wildtype and mutant worms in one experiment, analyzed for each strain in three independent populations; *P < 0.05, **P < 0.01, UniFrac regression-based kernel association test with small-sample size correction. (**B**) Data from A, highlighting relative abundances of CeMbio members in tested mutants, shown as fold over wildtype; *P < 0.05, **P < 0.01, ***P < 0.001, *t*-test, compared to wildtype. (**C**) *Enterobacteriaceae* relative abundance in designated mutants, including results from several independent experiments as the one presented in A (four independent experiments for *scl-2* and *clec-52* mutants*,* two for *nuc-1* and *clec-66,* and one for *lys-*7), each experiment performed with 3–5 worm populations (*N* = 250–500 worms/population). Values are shown as fold over wildtype, *P < 0.05, **P < 0.01, ***P < 0.001, *t*-test compared to wildtype.

**Fig 6:**
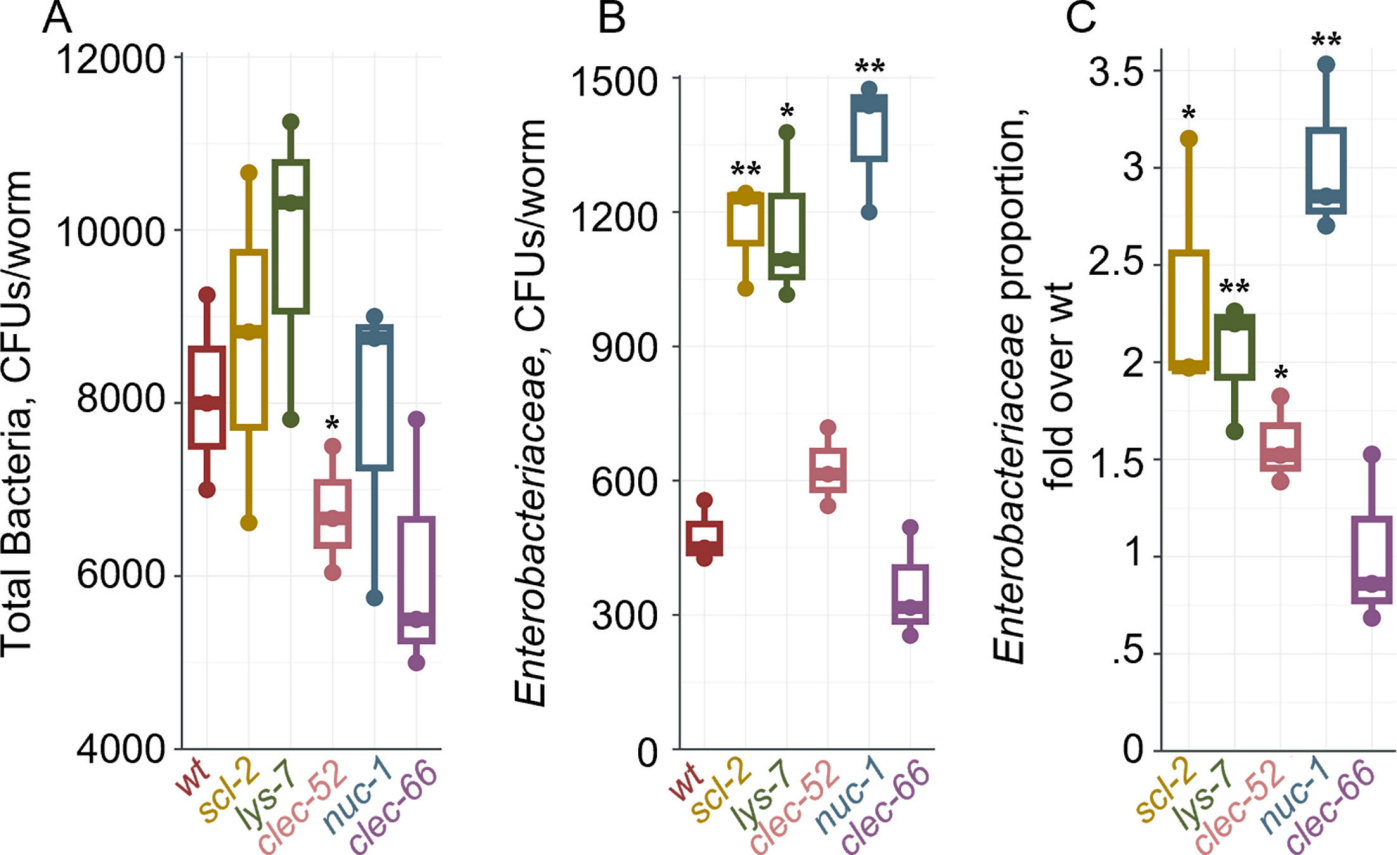
Disruption of intestinal DBL-1 targets increases gut *Enterobacteriaceae* load. (**A**) Total bacterial load, represented by CFU counts on LB plates. (**B**) *Enterobacteriaceae* gut load, counted on selective VRBG media. (**C**) *Enterobacteriaceae* proportion out of the total bacterial load relative to wildtype calculated from data in A and B. Shown for each graph are median and interquartile from three replicate populations (*N* = 68–200 worms/group), *P < 0.05, **P < 0.01, ***P < 0.001, *t*-test compared to wild-type animals.

## DISCUSSION

Previous identification of DBL-1/BMP immune signaling as a factor determining gut microbiome composition, specifically controlling the abundance of *Enterobacteriaceae*, raised the question of what mediated its effects on gut bacteria. DBL-1-dependent control was deemed to involve several regulatory levels, as its effects depended on the activation of transcriptional regulators in extra-intestinal tissues (12, 22). The results described here begin to fill in this gap by identifying several mediators, which could directly interact with gut bacteria to control their abundance. The five mediator genes, *scl-2*, *lys-7*, *clec-52*, *clec-66*, and *nuc-1,* are positively regulated by DBL-1 signaling, and their disruption in wild-type animals led to increases in gut relative abundance of bacteria of the *Enterobacteriaceae* family but was redundant when carried out in DBL-1 signaling mutants, supporting their contributions to gut bacterial control downstream of DBL-1 signaling. Importantly, intestinal-specific knock-down of their expression resulted in increased *Enterobacter* colonization that was comparable (for four out of the five, see discussion of *nuc-1* below) to that seen in mutants, supporting intestinal function. Given the secretion signal peptides that are part of the five gene-products (30), it is plausible that contributions of the five genes to bacterial control involve direct lumenal interactions with gut *Enterobacteriaceae*.

Disruptions of four of the five identified effectors caused increases in *Enterobacter* colonization that were smaller than those caused by disruption of their upstream regulator gene *sma-3*. These findings support the hypothesis that DBL-1 signaling controls *Enterobacter* colonization through a combination of downstream effectors, which contribute additively to bacterial control (such weak additive effects may further explain the less robust effects that some of the mutants had on colonization). Other regulatory pathways may induce the expression of other antimicrobial cocktails, partially overlapping in their composition to those regulated by DBL-1 and affecting non-*Enterobacteriaceae* gut bacteria. For example, insulin signaling (IIS), mediated by the DAF-16/FOXO transcription factor, was shown to control the abundance of bacteria of the genus *Ochrobactrum*, also common inhabitants of the worm gut (18). Through partially overlapping antimicrobial cocktails, a few regulatory pathways could differentially control gut microbes and shape microbiome composition. Several studies, primarily in *Drosophila*, demonstrated the contributions of different immune regulators to the abundance of different gut constituents (11). A recent study, also in *Drosophila*, nicely demonstrated differential control, describing specific effects of Diptericin A and B, two antimicrobial peptides regulated by the Imd immune pathway, on two distinct gut commensals (40). This observation further suggests that diversification of antimicrobial proteins may be driven not only by the need to fight pathogens but also by the need to control gut microbiome.

Of the five studied mediators, the lysozyme gene and the C-type lectin genes are known to be associated with responses to pathogenic bacteria (23, 41, 42). Our results extend their function to controlling non-pathogenic commensal bacteria. At least for one of these genes, *clec-52,* this involvement may be conserved, as enteric delivery of the human *clec-52* homolog Reg3A in mice was shown to alter gut microbiome composition and to reduce colitis (43). In contrast, *scl-2* and *nuc-1* are not typically associated with immune responses but are consistently found to be upregulated in worms exposed to complex microbial communities (12), supporting their involvement in host-microbiome interactions. Interestingly, it was these last two that showed the strongest effects on gut *Enterobacteriaceae* abundance. In particular, *nuc-1* mutants showed strong effects on gut *Enterobacteriaceae* abundance both with the CeMbio community and with *Enterobacter* monocultures in the latter showing larger effects than those seen in *sma-3* mutants. *nuc-1* further seems to have both intestinal and extra-intestinal contributions to *Enterobacter* control, suggesting that it may function in the intestine downstream to DBL-1 signaling but may have also extra-intestinal contributions that are independent of SMA-3/DBL-1 signaling and are additive to it. *nuc-1* encodes a DNase II homolog and was suggested to be secreted and then taken up by apoptotic cells, where it helped in degrading their DNA (34). It was also reported to be involved in the degradation of bacterial DNA in the intestinal lumen (27), yet, none of these reported activities could explain how it might affect live intact gut bacteria to control their abundance. Another study suggested that *nuc-1* disruption in the germline upregulated antimicrobial peptides (44). Such an effect, originating outside of the intestine, may help explain the higher gut abundance of *Enterobacter* seen in *nuc-1* mutants compared to animals with intestinal-specific disruption. Nevertheless, increased expression of antimicrobial peptides does not fit the increase we observed in bacterial abundance.

While the mechanisms underlying the effects of the identified intestinal mediators on the gut microbiome remain to be investigated, the results presented here describe a new layer in host control over its gut bacteria and expand our understanding of the role of the *C. elegans* DBL-1 signaling in such control to describe an underlying gene network that mediates its effects on the worm gut microbiome.

## MATERIALS AND METHODS

### Worm strains

Worm strains used in this study included the N2 wild-type strain, *dbl-1(nk3), sma-3(e491*), and the *dbl-1* overexpressing strain BW1940[*dbl-1p::dbl-1;sur-5::gfp*] (20), *lys-7(ok1384*), *nuc-1(e1392*), and *clec-66(ok2230*), all obtained from the *Caenorhabditis* Genome Center (CGC), and *clec-52(tm8126*) and *scl-2(tm2428),* obtained from the National Bioresource Project (45). The VP303 strain (*rde-1(ne219);kbIs7* [*nhx-2p::rde-1 + rol-6(su1006*)]) was gratefully received from the Dillin lab. Worms were raised on standard nematode growth medium (NGM), with bacteria as food or as colonizers. Time for worm collection was according to developmental stage to account for slower development rate for some of the mutants.

### Bacterial strains and communities

Bacterial strains and communities included the non-colonizing *E. coli* strain OP50, used as food and as control, CeMbio (39), a defined community of *C. elegans* gut commensals consisting of 12 characterized strains selected to represent the core *C. elegans* gut microbiome, and CEent1-dsRed, a fluorescently-tagged derivative of the *Enterobacter hormachei* strain CEent1, a member of the CeMbio community (16). CeMbio strains were raised as previously described (39), normalized based on optical density, mixed in equal proportions and seeded on NGM plates.

### RNA-seq

Germ-free L1 larvae obtained from gravid worms by bleaching (three independent populations per worm strain) were raised at 25°C on NGM plates seeded with CeMbio as described above. Early gravid worms were rinsed off plates with M9 including 0.025% Triton, washed 5 times to get rid of offspring and bacteria, mixed with TRIzol Reagent (Invitrogen; Waltham, USA), snap-frozen in liquid nitrogen, taken through 5–7 thaw-freeze cycles to break them open, and kept at −80°C until use. RNA isolation was performed using the NucleoSpin RNA purification kit, manual protocol 5.2 (Macherey-Nagel; Düren, Germany).

Sequencing libraries were prepared from total RNA using the TruSeq RNA Library Kit v2 (Illumina; San Diego, USA), with indexed adaptors for multiplex sequencing, assessed for quality on an Agilent Bio-analyzer (Agilent; Santa Clara, USA) and submitted for 100 bp paired-end sequencing on a NovaSeq 6000 at the QB3 Genomic Sequencing Laboratory (UC Berkeley, Berkeley, CA; RRID:SCR_022170). Raw reads obtained were pre-processed with *fastp* (46) and pseudo-aligned to the WormBase transcriptome version WS235 using *kallisto* (47). Transcript counts were then normalized with *Sleuth* (48) and analyzed to identify genes differentially expressed between worm strains and bacterial treatment using the likelihood ratio test. Heatmaps following *k*-means clustering (*k* = 4) were generated with *Morpheus* (https://software.broadinstitute.org/morpheus) and gene set enrichment analyses were performed using WormCat (49).

### Quantitative (q)RT-PCR

(q)RT-PCR measurements were performed on RNA extracted from worms raised at 20°C, as described above. mRNA was reverse transcribed with the iScript Reverse Transcription Supermix (BioRad, Hercules, USA), and cDNA was used for amplification using the SsoAdvanced Universal SYBR Green Supermix (BioRad, Hercules, USA) on an Applied Biosystems StepOnePlus cycler (Waltham, USA). Ct values obtained in the amplification of specific mRNAs were normalized to those obtained by the amplification of three conserved *C. elegans* actin genes with the pan-actin primer pair (41).

Primers used included:

*scl-2*: F: 5′-GATTTCGCCCACGCCATTTG-3′; R: 5′-ACTCAGAAATCGCCGGGAAC-3′

*lys-7*: F 5′-TTGCAGTACTCTGCCATTCG-3′; R: 5′-GCACAATAACCCGCTTGTTT-3′

*clec-52*: F: 5′-AGCCAAATCTCCTCCATCAGC-3′;

R: 5′-GATCAACCGCCTGTATGCAAC-3′

*nuc-1*: F: 5′-CCTGGAAGATGGTCTTGTCA-3′;

R: 5′-GGGAACTTTGACTCCTTCTGC-3′

*clec-66*: F: 5′-GCAGAAGGCGGTTTTGGC-3′; R: 5′-GCGGCGAATTTAGTCATGGC-3′

PanActin: F: 5′- TCGGTATGGGACAGAAGGAC-3′;

R: 5′-CATCCCATGTGGTGACGATA-3′

### RNAi-mediated gene expression knock-down

RNAi-mediated gene expression knock-down was carried out using standard *C. elegans* protocols (50). Wild-type or mutant worms were raised from egg to L4 at 25°C on NGM plates supplemented with 0.1 mg/mL Ampicillin and 1 mM IPTG (to induce dsRNA expression), seeded with concentrated *E. coli* strain HT115 clones from either the Ahringer RNAi library (50)*—nuc-1*, *lys-7*, and *elt-2*, or of the Open Biosystems library (51)*—scl-2* and *clec-52*. Worms were then washed with M9 minimal medium three times and transferred to NGM plates with CEent1-dsRed to allow colonization and subsequent imaging.

### DNA extraction for gut microbiome analysis

Early gravid worms raised at 20°C on NGM plates with CeMbio (three independent populations per worm strain) were washed off plates, washed five times with M9 + 0.025% Triton, paralyzed with levamisole to seal the intestine, surface sterilized with bleach as described elsewhere, and kept at 4°C until use. DNA was extracted using the Qiagen DNeasy PowerSoil Pro Kit, with modifications as described elsewhere.

### 16S rRNA gene sequencing

16S rRNA gene sequencing of the amplicon libraries of the V4 variable region generated with primers 515F and 806R containing Illumina overhang adapter sequences according to the manufacturer instructions, with slight cycling modifications described elsewhere. Dual indices and Illumina sequencing adapters were added using the Nextera XT Index Kit. Sequencing was performed on an Illumina MiniSeq.

Demultiplexed forward and reverse sequences were filtered for quality, resulting in roughly 11,000 reads per sample, and assigned amplicon sequence variants (ASVs) with DADA2 and *DECIPHER*. Taxonomy assignments for ASVs were obtained based on a custom database with 16S sequences of the 12 CeMbio strains, and counts were normalized for the different 16S gene copy number of the different strains. Microbiome analyses were performed in R using *phyloseq*, *phangorn*, and *vegan* to calculate UniFrac distances for Principle Component Analysis; and MiRKAT, for statistical evaluation of differences between microbiomes.

### CFU counts

CFU counts of gut commensals were evaluated in worms raised, harvested, and surface sterilized as described above. Gut bacteria were released from worms by vortexing together with zirconium beads until degradation could be confirmed using a light microscope. Serially diluted worm lysates were plated on either rich LB media or *Enterobacteriaceae*-selective media (Violet Red Bile Glucose, VRBG; Difco Becton Dickinson) and incubated at 28°C for 24 h before counting colonies. *Pseudomonas* species can also grow on VRBG, but colonies are distinguishable from the *Enterobacteriaceae* of interest.

### Fluorescence imaging

Fluorescence imaging was employed to follow worm colonization by *E. hormachei* CEent1, using the CEent1-dsRed derivative. Worms were raised from the L1 stage on a lawn of CEent-1-dsRed at 20°C. Following approximately 3 days, early gravid worms were washed off plates, washed three times with M9, and imaged. Fluorescent images were captured using a Leica MZ16F equipped with a QImaging MicroPublisher 5.0 camera and fluorescent signal of colonizing bacteria was quantified on the Fiji plugin of ImageJ v2.10/1.53c as previously described, producing background-subtracted average intensity for each worm.

## Data Availability

Raw RNA-seq data and kallisto output files have been deposited in GEO with accession number GSE186653; the associated computational pipeline is available online at https://github.com/rahulnccs/TGF-beta_RNAseq_Analysis. 16S sequencing data are available in the NCBI Sequence Read Archive (Bioproject ID PRJNA1031602), with the computational pipeline available at https://github.com/kennytrang/DBL-1_Mediators.

## SUPPLEMENTAL MATERIAL

Table S1 mbio.03703-24-s0001.xlsx Data from RNA-sequencing analysis.

Table S2 mbio.03703-24-s0002.xlsx Data from next-generation 16S sequencing experiment.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

How the deposited data were processed for this re-analysis (not part of the article)

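The series was used as 24 libraries, 3 for each of the 4 strains on each of 2 bacteria, with conditions and replicate numbers taken from the sample labels. The authors extracted RNA from whole gravid adults, made libraries with a TruSeq kit, sequenced them as pairs on a NovaSeq, trimmed reads with fastp and quantified transcripts with kallisto 0.46.1. The labels name a NucleoSpin miRNA kit where the paper names a NucleoSpin RNA kit, and the processing notes name WBcel235 where the paper names WS235. The deposited tables hold, per transcript, an estimated count and a TPM as computed by kallisto. The part of the paper's supplementary table that was held has a median ratio to the deposited TPM of 1, overall and in every library.

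Estimated counts of the 36,172 transcripts in each deposited table were summed per gene and rounded. Identifiers matched the annotation for 31,502 transcripts, and sequence names for another 4,581. The 89 without a match held 0.008% of the estimated counts. This gave 22,113 genes, 10,898 of them with a symbol. Total estimated counts per library in the deposited tables ranged from 11,763,495 to 71,434,021, with a median of 30,426,985. The mean fragment length of a library was read from the effective lengths in the deposited tables.

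Tests used edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr at a minimum count of 10 (16,536 genes kept) and quasi-likelihood F-tests on the 8 group means, which leave 16 residual degrees of freedom. Strain effects were averaged over both bacteria, CeMbio effects were taken within each strain, and interactions set the CeMbio effect in a strain against that in wild type, making 10 comparisons at a Benjamini-Hochberg adjusted p of 0.05. A joint test of the 3 strain effects used 0.005. For named genes 6 comparisons within 1 diet were added. Fold changes are log2, CPM are scaled by TMM, and SD are over the 3 libraries of a group. Genes of the joint test were grouped by k-means with k = 4 on standardized log2 CPM (prior count 1, seed 1, 50 starts).

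The 38 gene lists, fixed by symbol, are C-type lectins, lysozymes, saposin-like proteins, antimicrobial peptides, infection response genes, intracellular pathogen response pals genes, detoxification enzymes and, within them, cytochrome P450s, UDP-glucuronosyltransferases and glutathione S-transferases, ABC transporters, heat shock proteins, transthyretin-like proteins, SCP/TAPS proteins (scl), F-box proteins, MATH and BATH domain proteins, Skp1-related proteins, nuclear hormone receptors, lipid metabolism enzymes, collagens, vitellogenins, V-ATPase subunits, cytosolic ribosomal proteins, mRNA processing factors, ribosome biogenesis factors, RNA polymerase III subunits, mitochondrial proteins, proteasome subunits, histones, chromatin factors, DBL-1 pathway components, oogenic germline, sperm, embryo zygotic, intestine, hypodermis, body wall muscle and neuron markers. Lists of at least 5 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, beside which its estimated correlation is given, and in the k-means groups with one-sided Fisher tests among 8,975 tested genes with a symbol. The lists rest on gene names and general knowledge, so a family list also holds members not made in the gut.

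Genes are named if the paper names them or its table marks them, if they are among the 10 strongest in each direction of a comparison (adjusted p under 0.05, mean log2 CPM of at least 1, a symbol, and libraries of the groups not overlapping on either bacteria), or if they are among the 4 members of a list with the smallest p in a comparison. Reads of near-identical copies, such as histones, *vit-3* and *vit-4*, are split by kallisto and their single values are uncertain.

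Replicate numbers were tested as pairs by the residual correlation of libraries with the same number, asked to exceed 0.1 for all 3 numbers. This held for CeMbio against *E. coli* in wild type (0.25, 0.17 and 0.19) and in over-expressors (0.47, 0.44 and 0.19), where values with a replicate block are given beside the others, and not in *dbl-1* mutants (lowest 0.04) or *sma-3* mutants (lowest 0.02), where 5 of 6 and 6 of 6 libraries still resembled most the one of their own number. The block of all libraries is a shift per number shared by all strains and bacteria. Between strains the residuals did not always follow the number, as for over-expressors and wild type on *E. coli* (-0.04, -0.2 and 0.25). Alternatives were RLE and upper quartile scaling, no count filter or at least 10 counts in every library, a replicate block, a length offset, only the groups of a comparison, DESeq2 1.42.0, limma on log2 TPM with 1 or 0.1 added, transcripts in place of genes, other joint tests, stricter thresholds, other numbers of clusters and seeds, and leaving out each library in turn. Independent counts were simulated from 1 mean per gene and the dispersions and depths of these libraries, without shifts shared by replicates. In *dbl-1* mutants and in over-expressors 199 genes each were tested with a given change, fewer than passed in the real libraries. Changes of 2-fold were recovered for 77.6% of genes in *dbl-1* mutants and 66.7% in over-expressors. The share was 53.4% for CeMbio in wild type and 41.8% for the interaction in *dbl-1* mutants. These shares are not the power in the real libraries.

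The list of 30 community-induced genes, the sleuth fit, WormCat categories and the part of the paper's gene table beyond 1,596 of its 2,291 entries were not used here. No overlap with the paper's clusters was computed, although the held part has 741 entries of its Cluster 1 and 503 of its Cluster 2. The qRT-PCR experiment, made on separate samples, was not analysed here.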

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

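The tests on normalization and on genes near *dbl-1* were chosen only after the result was seen, as was counting identical gene copies once in the position tests.

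House-keeping genes were lower in over-expressors, with 225 of 302 genes lower and 6 higher and a median log2 fold change of -0.32. Against fragment length (library quality) differing between the groups, the median was -0.33 with the fragment length of each library as a covariate, and against the normalization (TMM scaling) it stayed at -0.31 with RLE and -0.25 with upper quartile scaling, which shift the median of all genes to 0.08 and 0.15 from 0.07 with TMM. A smaller share of germline RNA in the over-expressor libraries cannot be told apart from regulation by DBL-1. The score of 41 oogenic markers fell by 0.31, about as far as the house-keeping score at -0.30 (95% interval -0.38 to -0.22), and although -0.26 (-0.38 to -0.15) was left after subtracting its trend, that bound decides nothing, since the slope within groups of 0.11 is not told from 0 (permutation p = 0.47 over 100,000 permutations) and so removes almost nothing. A lower output of these genes with excess DBL-1 remains a hypothesis, and single tissues were not measured.

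Expression variants linked to the mutated locus were tested for genes changed at least 2-fold within 3 Mb of each mutation. Near *sma-3* the odds ratio in *sma-3* mutants was 0.43 (0.237 to 0.72, Fisher exact p = 0.00044), with 15 of 429 such genes in the window against 32.9 expected, which argues against such variants as a general source of the changes there. Near *dbl-1* it was 1.33 (0.899 to 1.92, Fisher exact p = 0.12), with 33 of 399 genes against 25.5 expected, and with each identical copy counted it was 1.52 (1.05 to 2.14, Fisher exact p = 0.018), so linked variants cannot be told apart there from effects of the lost ligand. In the same windows the odds ratio near *dbl-1* was 0.985 in *sma-3* mutants and that near *sma-3* was 0.431 in *dbl-1* mutants. Single neighbors stay open, such as *rpm-1* (2.03) and *col-43* (-2.68) near *dbl-1* and *cls-3* (1.81) near *sma-3*. Of these, *col-43* was also lower in *sma-3* mutants (-3.9, SE 0.33), whose mutated locus lies on another chromosome.

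The propionate shunt gene *acdh-1*, outside the genes the paper discusses, changed on CeMbio by -9.04 in wild type, -8.55 in *dbl-1* mutants, -9.31 in *sma-3* mutants and -7.37 in over-expressors. Reads shared between the paralogs *acdh-1* and *acdh-2* are argued against as the source of the fall of the whole set by the shunt genes that are not acyl-CoA dehydrogenases, whose median in wild type was -1.35 with 3 of 4 lower, one of them, *hphd-1*, seen before. How reads divide between the paralogs, both of which fell, was not tested. A candidate explanation is more vitamin B12 from the CeMbio bacteria, since the further shunt and methionine cycle genes, not looked up before, had a median of -0.84 in wild type, against -0.18 for the B12-dependent pathway, of which 0 of 6 genes were called by edgeR in wild type. Of those 9 further genes only *hach-1* (-1.03, adjusted p = 0.0057) and *ech-6* (-1.68, adjusted p = 0.00036) passed as lower and *cbs-1* (0.86, adjusted p = 0.0094) as higher in wild type. In *dbl-1* mutants, *sma-3* mutants and over-expressors 2, 3 and 7 of the 9 passed as lower, with medians of -0.54, -0.69 and -0.87. Of the 6 B12-dependent genes 0 were called in *dbl-1* mutants, and *mmaa-1*, named after its values were seen, was lower in *sma-3* mutants (-0.62, adjusted p = 0.047) and over-expressors (-0.68, adjusted p = 0.02). The first of these calls was lost with RLE (adjusted p = 0.059) and upper quartile scaling (0.056) and in 20 of 24 fits without 1 library, with adjusted p up to 0.31 without *sma-3* *E. coli* replicate 3, all but those without *E. coli* replicate 1 of *dbl-1* mutants, *sma-3* mutants or over-expressors or *E. coli* replicate 3 of over-expressors. The other was lost without over-expressor *E. coli* replicates 2 or 3 (0.078 and 0.13) or CeMbio replicates 2 or 3 (0.068 and 0.095). The vitamin itself was not measured, and other differences between the bacteria as food stay open.

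The effect of CeMbio differed from that in wild type, over the 5 candidates alone, for *scl-2* (-2.01) and *clec-52* (-1.69) in *dbl-1* mutants and for *scl-2* (-2.48), *lys-7* (-1.74) and *clec-52* (-1.14) in *sma-3* mutants, where without *sma-3* *E. coli* replicate 1 the last 3 were -1.82, -1.31 and -0.80. The study chose these genes on the same samples, and over all genes the adjusted p were 0.96, 0.6, 0.36, 0.31 and 0.59. Outside the genes the paper discusses, *irg-4* was lower in *dbl-1* mutants (-5.11), with 62.1 ± 69.8 CPM in wild type on *E. coli* showing a wide spread. *col-43* was lower in *sma-3* mutants (-3.90). *clec-196* was lower in over-expressors (-5.16). Vitellogenins had a median of -1.68 in *dbl-1* mutants and -1.38 in *sma-3* mutants. Sperm markers had a median of 1.64 in over-expressors against wild type, and of -1.71 on CeMbio against *E. coli* in *sma-3* mutants.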

How the results depend on the processing

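The values without the 5 libraries of short fragments, with fragment length as a covariate, for gene lists in 5 clusters, with sequence names counted as gene symbols and with a replicate block in the groups of 1 comparison come from tests chosen only after the result was seen. All other alternatives were set before the deposited counts were examined. Values of genes in the paper's supplementary table, which match the deposited TPM, had by then been seen. In a first run sequence names counted as symbols, and the rule that they do not was set after it. At the depth of these libraries, 11,763,495 counts in the thinnest, and with 3 per group, a simulated 1.5-fold change was recovered for 28.4% of genes for CeMbio in wild type and for 3% in the interaction of *dbl-1* mutants, and the part of depth in this was not tested. No call of a named gene reversed its direction under any alternative that tested it. Of 255 calls of named genes, RLE and upper quartile scaling lost 1 each, DESeq2 and the replicate block 0, and they gained 0, 5, 15 and 24. No count filter lost 4, the length offset 2, fragment length as a covariate 1, limma on log2(TPM + 1) 15 and on log2(TPM + 0.1) 12, only the groups of the comparison 22, the threshold of 0.005 60, an absolute log2 fold change of at least 1 56, the libraries of short fragments left out 49, and any 1 library left out 3 to 15. The cause was not tested for the changed counts below, other than that stricter thresholds and fewer samples give fewer calls.

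The 4,993 genes across strains became 8,999 at a threshold of 0.05, 2,293 without the libraries of short fragments, 2,621 with transcripts (edgeR), 2,658 with transcripts (limma) and 3,245 in a joint test of the 6 strain contrasts within each diet. The 2,295 genes grouped as highest in over-expressors became 4,525, in 2 groups of 1,996 and 2,529, with the genes of the joint test at 0.05. With an estimated correlation camera called 0 pairs of a list and a comparison, against 136 otherwise, where the mean rotation test fry called 61 and a Fisher test 70.

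At the threshold of 0.005 *dbl-1* mutants had 557 genes, *sma-3* mutants 628 and over-expressors 3,050, and CeMbio 190 in wild type, 96 in *dbl-1* mutants, 137 in *sma-3* mutants and 302 in over-expressors. With an absolute log2 fold change of at least 1 these were 407, 438 and 1,365, and for CeMbio 339, 224 and 467 in wild type, *dbl-1* mutants and over-expressors. Without the libraries of short fragments CeMbio gave 270, 107, 196 and 268. The replicate block gave 1,052, 793, 835 and 1,226. With only the groups of the comparison *dbl-1* mutants gave 884 against wild type and 66 for CeMbio, or 109 with the block as well. DESeq2 gave 630 for CeMbio in *dbl-1* mutants, and at least 10 counts in every library gave 329 in *sma-3* mutants. For the interactions, DESeq2 gave 7 in *dbl-1* mutants, 25 in *sma-3* mutants and 1 in over-expressors, only the groups of the comparison gave 1 in *dbl-1* mutants, the replicate block gave 9 in *sma-3* mutants and limma on log2(TPM + 1) gave 1 in over-expressors. Leaving out *sma-3* CeMbio replicate 2 gave 1 in *sma-3* mutants, and the counts were 0 otherwise. In simulated counts 21 of 111 DESeq2 calls for the interaction of *dbl-1* mutants were false.

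Leaving out 1 library at a time gave 3,970 to 5,354 genes across strains, 1,161 to 1,833 in *dbl-1* mutants, 1,442 to 2,803 in *sma-3* mutants and 5,418 to 6,925 in over-expressors. The lowest *sma-3* count was without *sma-3* *E. coli* replicate 2. For CeMbio the ranges were 265 to 671 in wild type (lowest without wild-type *E. coli* replicate 2, and 384, 340 and 329 without *E. coli* 3, CeMbio 1 and CeMbio 3), 159 to 716 in *dbl-1* mutants (716, 222 and 159 without *E. coli* 1, 2 and 3, and 242, 225 and 185 without CeMbio 1, 2 and 3), 180 to 581 in *sma-3* mutants (180 and 209 without *E. coli* 2 and 3, 316 and 231 without CeMbio 1 and 3) and 420 to 884 in over-expressors (420 and 500 without *E. coli* 2 and 3, 453 and 492 without CeMbio 2 and 3). The interactions gave 0 to 0, 0 to 1 and 0 to 0.

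Among calls of single genes, *nuc-1* in *dbl-1* mutants was lost without wild-type CeMbio replicate 2 (adjusted p = 0.054) or *dbl-1* CeMbio replicate 1 (adjusted p = 0.053). *cpr-3* in *sma-3* mutants was lost without wild-type *E. coli* replicate 1 (adjusted p = 0.093), wild-type CeMbio replicate 1 (adjusted p = 0.062), *sma-3* *E. coli* replicate 3 (adjusted p = 0.054) or *sma-3* CeMbio replicate 2 (adjusted p = 0.05). Without the 5 libraries of short fragments *scl-2*, *nuc-1* and *sma-3* in over-expressors (adjusted p = 0.065, 0.054 and 0.063), *nuc-1* in *dbl-1* mutants (adjusted p = 0.089), *clec-66* and *cpr-3* in *sma-3* mutants (adjusted p = 0.062 and 0.065) and *spp-8* on CeMbio in wild type (adjusted p = 0.15) and in over-expressors (adjusted p = 0.068) were lost. *lys-7* in *sma-3* mutants on CeMbio alone was lost without them too (adjusted p = 0.072), and *scl-2* there was gained without *dbl-1* *E. coli* replicates 1 or 2 or *sma-3* *E. coli* replicate 1 (adjusted p = 0.043, 0.047 and 0.047). *rpc-25* in over-expressors was gained without wild-type CeMbio replicate 3 (adjusted p = 0.02), *dbl-1* *E. coli* replicates 2 or 3 (adjusted p = 0.038 and 0.047), over-expressor *E. coli* replicate 1 (adjusted p = 0.028) or over-expressor CeMbio replicate 1 (adjusted p = 0.038).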

Differences from the paper's values

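The value without the 5 libraries of short fragments comes from a test chosen only after the result was seen. So does the reading of k-means profiles of 5 groups, of the genes at 0.05 and of median-centred values.

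The paper reports 2,291 genes that differ across strains at 0.005, from sleuth on transcript counts, without spelling out whether the tested items were transcripts or genes or which reduced model was used, where edgeR on genes gave 4,993 at an adjusted p under 0.005. Of 15 other alternatives set before the deposited counts were examined, 3 lie within 1.5 times of the paper's 2,291, namely transcripts with edgeR (2,621), transcripts with limma (2,658) and the joint test of the 6 strain contrasts within each diet (3,245). The other 12 do not, which are RLE (4,926), upper quartile (4,824), no count filter (4,909), at least 10 counts in every library (4,066), the replicate block (6,404), the length offset (4,762), DESeq2 (5,606), limma on log2 TPM with 1 added (4,367) or 0.1 added (4,183), the additive model (5,274), the joint test of strain and bacteria (4,046) and the threshold of 0.05 (8,999). None of the 24 settings that leave out 1 library does (3,970 to 5,354). Leaving out the 5 libraries of short fragments, chosen after seeing the values, gave 2,293. How many of the paper's own called items it drops was not counted, not even for the 1,596 of the 2,291 entries of the paper's table that were held.

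The paper reports 844 genes in a cluster that it describes as negatively regulated by DBL-1, from k-means on its 2,291 genes. Here the group highest in wild type and lowest in over-expressors held 1,551 of the 4,993 genes. Of these, 40 were higher and 74 lower in *dbl-1* mutants (median -0.03), and 8 higher and 273 lower in *sma-3* mutants (median -0.10). As a group they thus fell with excess *dbl-1* without rising in the mutants. A further group of 705 genes was highest in *sma-3* mutants, with 561 higher and 0 lower there, and also lowest in over-expressors. Of these 705 genes, 180 were lower and 69 higher in over-expressors, and 78 were higher and 21 lower in *dbl-1* mutants. Both groups were formed on these same levels. The overlap of either group with the paper's cluster was not computed. None of 14 alternatives set before the deposited counts were examined comes within 1.5 times of the paper's 844. They gave 2,599 for median-centred values, 1,623 for 3 groups and 1,533 for 5 groups, whose number was set beforehand. The genes of the joint test at 0.05 gave 2,721, and each of 10 other seeds gave 1,551 again. All of these settings grouped 4,993 or 8,999 genes where the paper grouped 2,291. The sizes are therefore not on the same footing and do not show that the pattern differs.

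The paper separates the genes that follow DBL-1 into a part raised and a part lowered by CeMbio. Division of the 4,993 genes into 4 groups by standardized levels put them in a single group of 2,295 genes. Of these, 67 were higher and 117 lower on CeMbio in wild type. Median-centred values in 4 groups spread the genes high in over-expressors over groups of 126, 290 and 1,978. The 126 had mean standardized levels on *E. coli* and CeMbio of 0.83 and 1.46 in over-expressors and 0 and 0.13 in wild type. They were at -0.65 and -0.66 in *sma-3* mutants. Division by standardized levels into 5 groups separated a part higher on CeMbio in over-expressors (1.36 against 0.78 on *E. coli*). The other part was lower (0.79 against 1.26). Each part moved the same way on CeMbio in the other strains. Division of the 8,999 genes of the joint test at 0.05 into 4 groups also separated the genes high in over-expressors. They fell into 1,996 genes with 1.17 on CeMbio against 0.51 on *E. coli* and 2,529 genes with 0.71 against 1.13. The paper's text gives fewer marked genes in its first cluster than the 7 that its table marks.

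The paper selects 5 candidates as raised by DBL-1 and on CeMbio, and states from qRT-PCR on separate samples, of worms raised at a lower temperature than the 25 °C of these libraries, that they rise on CeMbio in wild type and over-expressors, that *sma-3* mutants lose this rise apart from a small one of *nuc-1*, and that all 5 are higher in over-expressors on *E. coli*. In these libraries *clec-66* rose on CeMbio in *sma-3* mutants (2.25, adjusted p = 0.00083), with a difference from wild type of 0.31 (adjusted p = 0.99), while *scl-2* and *lys-7* were at -1.13 (adjusted p = 0.2) and -0.35 (adjusted p = 0.67) there, and *clec-52*, at 0.69 (adjusted p = 0.2), did not pass over all genes. Adjusted over the 5 candidates alone, which the study chose on these same samples, *clec-52* rose (adjusted p = 0.03) and *scl-2* fell (0.03) there, *scl-2* rose on CeMbio in wild type (0.0081), *scl-2*, *lys-7* and *nuc-1* rose on CeMbio in over-expressors (0.0059 each), and *clec-52* was higher in over-expressors on *E. coli* (0.03). The values that follow are adjusted over all genes. *clec-66* was not higher in over-expressors over both bacteria (0.14, adjusted p = 0.67), where the other 4 were. On *E. coli* alone only *lys-7* passed in over-expressors (1.57, adjusted p = 0.002), with *scl-2* at 1.00 (adjusted p = 0.12), *clec-52* at 0.73 (adjusted p = 0.061), *nuc-1* at 0.24 (adjusted p = 0.42) and *clec-66* at -0.05 (adjusted p = 0.93). There *clec-52* passed with upper quartile scaling (adjusted p = 0.039), with the replicate block (adjusted p = 0.023), with DESeq2 (adjusted p = 0.028), with at least 10 counts in every library (adjusted p = 0.044), with fragment length as a covariate (adjusted p = 0.038) and without single libraries, namely *dbl-1* *E. coli* replicate 2 (adjusted p = 0.046), *dbl-1* CeMbio replicate 1 (0.043), *sma-3* *E. coli* replicate 1 (0.045) or over-expressor *E. coli* replicate 2 (0.029), and *scl-2* passed with only the groups of the comparison (adjusted p = 0.049). On CeMbio in wild type *scl-2* (1.35, adjusted p = 0.11) and *nuc-1* (0.34, adjusted p = 0.51) did not pass, and *scl-2* passed with the replicate block (adjusted p = 0.041), with only the groups of the comparison (0.023) and with both (0.00066). In over-expressors *scl-2*, *lys-7* and *nuc-1* (1.43 (adjusted p = 0.069), 0.95 (adjusted p = 0.081) and 0.63 (adjusted p = 0.091)) did not pass, while *scl-2* and *lys-7* did with the replicate block (adjusted p = 0.016 and 0.044), with only the groups of the comparison (0.024 and 0.026), with both (0.023 and 0.022) and without *sma-3* *E. coli* replicate 1 (0.037 and 0.043) or 3 (0.047 and 0.05), *scl-2* did without *dbl-1* *E. coli* replicate 1 (0.033) or 2 (0.05), *nuc-1* did without *dbl-1* *E. coli* replicate 3 (0.042), *lys-7* did with DESeq2 (adjusted p = 0.03), and all 3 did with fragment length as a covariate (adjusted p = 0.049, 0.032 and 0.049). Fragment length as a covariate and the replicate block together with only the groups of the comparison were chosen only after the result was seen.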

Other observations

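Some lipid and digestive genes were lower in *dbl-1* mutants. In *dbl-1* mutants the fatty acid desaturase *fat-5* (-1.40, SE 0.25, adjusted p = 0.0011) and the lipase *lipl-4* (-1.82, SE 0.37, adjusted p = 0.0027) fell, and lipid metabolism enzymes had 12 of 78 genes lower and 5 higher (camera adjusted p = 0.034, and adjusted p = 0.5 with an estimated correlation). The list went both ways in over-expressors, with 12 higher and 9 lower (adjusted p = 0.44, and adjusted p = 0.82 with an estimated correlation), or 19 and 6 with upper quartile scaling, and in *sma-3* mutants *fat-7* (2.71, adjusted p = 4.4e-06) rose. The gut esterase *ges-1* (-0.84, SE 0.1, adjusted p = 1.2e-05) and the protease *cpr-6* (-0.69, SE 0.08, adjusted p = 9.1e-06) fell in *dbl-1* mutants as well, among 4 of 14 intestine markers. In over-expressors the gut intermediate filament genes *ifb-2* (0.87, SE 0.07, adjusted p = 1e-07) and *ifc-2* (0.70, adjusted p = 0.00011) and the gut V-ATPase subunit *vha-6* (0.48, adjusted p = 0.00023) rose. SCP/TAPS proteins (scl), the family of *scl-2*, had 8 of 14 genes higher and 0 lower in over-expressors (median 1.54, camera adjusted p = 0.071, and adjusted p = 0.67 with an estimated correlation), and *scl-14* (2.82, adjusted p = 0.0013) was higher in *sma-3* mutants.

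The community reached further families. Saposin-like proteins, which open bacterial membranes, rose on CeMbio in 13 of 23 cases in over-expressors (median 0.80, adjusted p = 9.9e-12, and adjusted p = 0.18 with an estimated correlation), in 7 in *dbl-1* mutants (adjusted p = 6.7e-06, and adjusted p = 0.31 with an estimated correlation) and in 6 in *sma-3* mutants (adjusted p = 4.2e-08, and adjusted p = 0.19 with an estimated correlation). ABC transporters had 5 genes lower and 1 higher on CeMbio in wild type (adjusted p = 0.00051, and adjusted p = 0.33 with an estimated correlation), *pgp-8* (-1.95, adjusted p = 0.0015) among them. Neuron markers had 4 of 26 genes higher on CeMbio in *dbl-1* mutants (adjusted p = 1.7e-07, and adjusted p = 0.18 with an estimated correlation), and histones 5 of 64 in *sma-3* mutants (adjusted p = 5.7e-07, and adjusted p = 0.18 with an estimated correlation). The *sur-5* message itself was lower on CeMbio in wild type (-1.06, SE 0.16, adjusted p = 0.00038).

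For the counts across strains, splits of the same libraries argue against chance as the source. Only 60 splits were drawn, and those other than the real one mix strains within a group, which widens its spread. They also say nothing on handling that differed between strains. For the 4,993 genes across strains 1 of 60 splits, the real one, gave a count as large, and the highest of the other splits was 0. For *dbl-1* mutants the real count of 1,468 stood against 225, for *sma-3* mutants 2,316 against 255 and for over-expressors 6,500 against 883, again 1 of 60 splits each. For CeMbio only 10 splits are possible, too few for a share under 0.05, with real counts of 589 in wild type, 365 in *dbl-1* mutants, 502 in *sma-3* mutants and 789 in over-expressors and highest others of 0, 13, 0 and 1. For the interactions the real counts were 0, which any split equals, so the 60 of 60 splits with a count as large say nothing on chance. The highest others, 1,468, 2,316 and 6,500, came from splits that exchange the strain labels on 1 diet and so return the strain effect.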
